# An integrated transcriptomics and metabolomics analysis of the *Cucurbita pepo* nectary implicates key modules of primary metabolism involved in nectar synthesis and secretion

**DOI:** 10.1002/pld3.120

**Published:** 2019-02-28

**Authors:** Erik M. Solhaug, Rahul Roy, Elizabeth C. Chatt, Peter M. Klinkenberg, Nur‐Aziatull Mohd‐Fadzil, Marshall Hampton, Basil J. Nikolau, Clay J. Carter

**Keywords:** *Arabidopsis thaliana*, *Cucurbita pepo*, nectar, nectaries, nectary

## Abstract

Nectar is the main reward that flowers offer to pollinators to entice repeated visitation. *Cucurbita pepo* (squash) is an excellent model for studying nectar biology, as it has large nectaries that produce large volumes of nectar relative to most other species. Squash is also monoecious, having both female and male flowers on the same plant, which allows comparative analyses of nectary function in one individual. Here, we report the nectary transcriptomes from both female and male nectaries at four stages of floral maturation. Analysis of these transcriptomes and subsequent confirmatory experiments revealed a metabolic progression in nectaries leading from starch synthesis to starch degradation and to sucrose biosynthesis. These results are consistent with previously published models of nectar secretion and also suggest how a sucrose‐rich nectar can be synthesized and secreted in the absence of active transport across the plasma membrane. Nontargeted metabolomic analyses of nectars also confidently identified 40 metabolites in both female and male nectars, with some displaying preferential accumulation in nectar of either male or female flowers. Cumulatively, this study identified gene targets for reverse genetics approaches to study nectary function, as well as previously unreported nectar metabolites that may function in plant‐biotic interactions.

## 1 INTRODUCTION

Floral nectar is a sugary solution that serves as a reward for pollinators and is essential for successful reproduction in many flowering plants (Ollerton, Winfree, & Tarrant, 2011; Simpson & Neff, 1983). Diverse species produce nectar with different relative concentrations of sugars. Arabidopsis and other members of the Brassicaceae produce nectar that is rich in hexoses (glucose and fructose) (Davis, Fowke, Sawhney, & Low, 1996; Davis, Pylatuik, Paradis, & Low, 1998; Davis, Sawhney, Fowke, & Low, 1995), whereas tobacco and squash (*Cucurbita pepo*) produce nectar rich in sucrose (Nepi, Guarnieri, & Pacini, 2001). Squash flowers are hemitropous (Dmitruk & Weryszko‐Chmielewska, 2013) with the nectaries hidden but still accessible to pollinators. *C. pepo* is a monoecious species that produces both staminate and pistillate flowers, which both secrete nectar. Nectar secretion begins at around dawn and lasts nearly 6 hr (Nepi et al., 2001). Male and female flowers in *C. pepo* differ in the timing of nectar secretion, with male flowers increasing nectar secretion until ~3 hr post flower opening before leveling off, whereas in female flowers nectar levels continue to increase throughout the morning and until the flowers start to close (at ~6 hr post‐opening) (Nepi et al., 2001). It is likely that the difference in timing has biological significance as the reproductive success of a plant depends on the sequential visitation of pollinators to male flowers first to receive pollen before visiting female flowers for pollination. Also, on average female flowers produce more nectar, and it contains higher sugar content than the nectar produced by male flowers (Nepi et al., 2001). Nectar levels in both flower types decrease drastically by 6 hr post secretion, suggesting that some resorption of nectar occurs (Nepi et al., 2001).

Nectar secretion involves a number of steps that are intricately regulated in order to maximize pollination while not wasting resources (Heil, 2011; Pleasants & Chaplin, 1983). Floral nectaries in most species are non‐photosynthetic sink tissues that depend on photosynthate (e.g., sucrose) and other “pre‐nectar” components to be delivered via the vasculature, and these are often stored prior to secretion (Heil, 2011; Nepi & Stpiczynska, 2008; Pacini & Nepi, 2007). For example, high levels of starch accumulation in the parenchyma of immature nectaries (before secretion) has been reported for many flowering species (Lin et al., 2014; Peng, Li, Hao, Xu, & Bai, 2004; Ren, Healy, Horner, Martha, & Thornburg, 2007; Ren, Healy, Klyne, et al., 2007). This starch is absent from nectary tissues during and after secretion (Peng et al., 2004; Ren, Healy, Horner, et al., 2007; Ren, Healy, Klyne, et al., 2007; Zhu, Hu, & Müller, 1997), suggesting nectary starch may serve as a temporary carbon store to facilitate fast production of soluble sugars for nectar secretion. While starch accumulation and degradation are strongly correlated to nectar secretion in diverse plant species, the specific genes, proteins, and metabolites that are involved in this process have had limited study and only in *Nicotiana* spp. (Ren, Healy, Horner, et al., 2007; Ren, Healy, Klyne, et al., 2007).

After starch degradation, there is a well‐supported model for nectar synthesis and secretion in Arabidopsis (Lin et al., 2014; Roy, Schmitt, Thomas, & Carter, 2017). Specifically, starch breakdown products (chiefly maltose and hexose‐phosphates) are first assembled into sucrose by the action of sucrose‐phosphate synthases (SPS) and sucrose‐phosphate phosphatases, among other enzymes, whereupon the sucrose is exported from the nectary cells in a concentration‐dependent manner via the uniporter SWEET9. In some species that generate hexose‐rich nectars, the exported sucrose may be hydrolyzed into glucose and fructose by cell wall invertases (CWINV). Evidence for this model of nectar secretion is based on biochemical analyses (Liu & Thornburg, 2012; Ren, Healy, Horner, et al., 2007; Ren, Healy, Klyne, et al., 2007), in combination with the fact that genetic ablation of sucrose synthesis, export or extracellular hydrolysis all impair nectar secretion in Arabidopsis and/or tobacco (Lin et al., 2014; Ruhlmann, Kram, & Carter, 2010).

Additionally, several aspects of hormonal and transcriptional control of nectary functions have been studied in Arabidopsis and other species (Carter & Thornburg, 2003; Heil et al., 2001; Liu, Ren, Guirgis, & Thornburg, 2009; Liu & Thornburg, 2012; Radhika, Kost, Boland, & Heil, 2010; Wang, Liu, Niu, Timko, & Zhang, 2014). However, a majority of studies, particularly in Arabidopsis, have largely been dependent on genetic strategies, and biochemical confirmation of the conclusions have been hampered by the small size of Arabidopsis flowers and small amounts of nectar produced by these flowers. In contrast, plants in the *Cucurbita* genus, such as *C. pepo*, develop much larger flowers and produce >100‐fold more nectar per flower than Arabidopsis, and thus are more amenable to biochemical studies on nectar production [e.g., (Chatt et al., 2018; Nepi, Pacini, & Willemse, 1996; Nepi et al., 2001, 2012)].

Here, we expand the potential utility of *C. pepo* and related cucurbits as models to pursue physiological, genetic, and biochemical studies of nectar production through transcriptomic and metabolomics analyses of nectaries and nectar through the process of maturation. Subsequent experiments placed genes, pathways, and metabolites in a physiological context. This report represents an important step in improving our understanding of cucurbit nectary biology.

## 2 METHODS

### 2.1 Plant growth, tissue collection, RNA isolation and sequencing

*Cucurbita pepo* (Crookneck Yellow Squash) plants were grown on Sun Gro LC8 soil under a 16 hr day/8 hr night cycle, photosynthetic photon flux of 250 μmol m^−2^ s^−1^ at leaf level, and a temperature of ~23°C. Four types of RNA samples were separately prepared from manually collected nectaries of both male and female squash flowers, including: “pre‐secretory #1” (24 hr prior to anthesis/nectar secretion), “pre‐secretory #2” (15 hr prior to anthesis/nectar secretion), “secretory” (full anthesis, 2–3 hr after dawn), and “post‐secretory” (9 hr after the “secretory” stage). All nectary tissues were manually dissected by hand with the RNA being immediately extracted by mechanical disruption with a microcentrifuge pestle and using an RNAqueous^®^ RNA isolation kit (Ambion, Austin, TX, USA) with Plant RNA Isolation Aid (Ambion). Agarose gel electrophoresis and UV spectrophotometry were used to assess RNA quality for all samples prior to submission to the University of Minnesota Genomics Center for mRNA isolation, barcoded library creation and Illumina HiSeq 2500 sequencing. Twenty‐three TruSeq RNA v2 libraries were created (triplicate samples for male and female nectaries at four timepoints each, except for only duplicate samples of female “pre‐secretory #2” nectaries) and sequenced via 50 bp, paired‐end runs on the HiSeq 2500 using Rapid chemistry. All libraries were pooled and sequenced across two full lanes. This generated over 240 M reads for each lane and the average quality scores were above Q30.

### 2.2 Informatic analyses

The sequenced reads from nectary samples were assembled separately using Trinity (Grabherr et al., 2011), which automatically takes read quality and consistency into account, and yielded 70,111 contigs. This contig set was mapped to both the *Cucumis melo, Cucurbita pepo* and *Arabidopsis thaliana* genomes by NCBI's blastn (Altschul et al., 1990), with an E‐value cutoff of 0.00001, and the counts upper‐quartile normalized. *C. pepo* orthologs to *C. melo* genes were determined via blastn with an E‐value cutoff of 0.00001. Normalized counts were fitted to a negative binomial distribution using DESeq v1.6.1 (Anders & Huber, 2010). The resulting *p*‐values from DESeq were filtered by restricting to contigs with a 50% or greater change in mean expression between nectary stages. The Benjamini–Hochberg method was used to control the false discovery rate of contigs determined to be differentially expressed to 0.05 (Benjamini & Hochberg, 1995).

For gene ontology analyses, genes displaying >2‐fold and statistically significant differences (as determined by DESeq and FDR via the Benjamini–Hochberg method described above, *p* < 0.05) in various stages of only female, only male, or both nectaries combined were analyzed using the “Statistical Overrepresentation Test” tool via the PANTHER Classification System using the default settings and Bonferroni correction for multiple testing (*p* < 0.05) [(Mi et al., 2017) http://pantherdb.org/]. Information on biological processes, molecular function, and cellular component terms were extracted and saved in Microsoft Excel sheets. Heatmaps representing gene expression of candidate genes in male and female nectaries was performed using the Heml 1.0 (Heatmap Illustrator) software package. Fold‐change for each candidate gene for each stage was calculated with respect to the 0 hr stage. The ratios were then used by the Heml toolkit to generate heatmaps. Scales were kept the same for all genes analyzed across various stages of both male and female flowers.

### 2.4 Real time RT‐PCR (RNAseq validation)

The same RNA samples used for sequencing were also subjected to cDNA preparation using the Promega GoScript Reverse Transcription System (Catalog # A5000), with 5 μg of RNA used for cDNA preparation. Expression patterns for key genes that showed differential expression via RNAseq analyses were validated by quantitative RT‐PCR using Agilent Brilliant III Ultra‐fast SYBR Green QPCR Master Mix (Catalog #600882) and a cDNA template concentration of 1 ng/μl. Expression values are expressed as fold‐change relative to 0 hr timepoint and are based on the delta delta Ct values obtained from the normalized Ct values for each gene. Gene expression was normalized to a gene encoding a RING/U‐Box ligase superfamily protein (*C. pepo* hit = gi|LOC111790689|ref|XM_023671703.1|). This gene was chosen as the internal reference based on its stable expression level in all nectary samples in our RNA‐seq dataset. 

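The RING/U-box E3 ligase used as the reference (XM_008439865.1), a member of a family that attaches ubiquitin to target proteins, averaged 2498 ± 856 (mean ± SD, n = 3) normalized reads in female nectaries at −24 hr. The female means were 2257 ± 28.3 (n = 2) at −15 hr, 2693 ± 463 (n = 3) at 0 hr and 2536 ± 196 (n = 3) at +9 hr. In male nectaries (n = 3 each), the means in the same order were 2840 ± 187, 2524 ± 657, 2930 ± 220 and 3078 ± 148. Its highest group mean was 1.36 times its lowest. Its coefficient of variation over the 23 libraries was 16.6%, against 65.9% for the median gene, and 0.7% of the genes varied less. The lowest adjusted p of its comparisons between stages by limma was 0.21, for a log2 fold change of 0.32 between the +9 and −15 hr male nectaries. Of the 2 other housekeeping genes for which the paper lists primers, small ubiquitin-related modifier 1 (XM_008458185.1), a protein tag joined to other proteins, had a coefficient of variation of 23.3%. The other, a histone H1-like gene (XM_008457952.1) for a linker histone of chromatin, had 65.2% and rose in male nectaries from 2323 ± 419 at 0 hr to 7021 ± 3023 at +9 hr (log2 fold change of 1.51, standard error 0.49, adjusted p = 0.012). The histone gene passed in 3 comparisons between stages, in 1 without the second male +9 hr replicate and in none without the third. The reference gene was chosen on these same libraries, so its values here are not independent evidence of its stability.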

Primer sequences for each gene are provided in Table S1.

### 2.5 Lugol staining

Male and female squash flowers were bisected longitudinally with a scalpel. The flower halves were dipped in 0.05 molar iodine/potassium iodide stain (Fischer Scientific Cat#S93408) for 60 s. They were subsequently washed twice for 2 min each in 50 ml of water to remove excess stain and imaged using a dissecting microscope. Care was taken not to have an air bubble trapped in the nectary cup as the flower was dipped in the lugol solution.

### 2.6 Quantitative starch assay

Total starch was quantitatively determined using the Megazyme Total Starch Assay Kit Analysis (Megazyme, Cat# K‐TSTA). Samples were ground in 0.25 ml of 80% ethanol, then an additional 0.25 ml of 80% ethanol was added. Samples were incubated at 80°C for 5 min in order to remove soluble sugars and maltodextrins. Samples were centrifuged for 10 min at 1,800 *g* and supernatants were removed. The samples were resuspended in 1 ml 80% ethanol followed by repeating centrifugation at 4,300 rpm for 10 min and discarding supernatant. About 300 μl of α‐amylase (100 U/ml in 100 mM sodium acetate buffer, pH 5.0) was added to each sample, followed by incubation at 100°C for 6 min with vortexing at 2 min intervals. Ten microliters of amyloglucosidase (3,300 U/ml) was then added to each sample and samples were incubated at 50°C for 30 min. Samples were then made up to 1 ml final volume then centrifuged at 900 *g*. Supernatants were then assayed for D‐glucose using the glucose oxidase/peroxidase (GOPOD) method. The −24 hr and −15 hr samples were diluted 10‐fold in order to get the concentration of D‐glucose in the range of detection for the GOPOD assay. 33 μl of supernatant was added to 1 ml of GOPOD solution (made according to kit protocol) in duplicate and tubes were incubated at 50°C for 20 min. Absorbance was read at 510 nm using a visible spectrophotometer. Starch content (% w/w) was calculated using the equation for solid samples provided in the megazyme protocol supplied with the kit.

### 2.7 Amylase activity assays

Nectary tissue was harvested at all four stages of nectar secretion and stored at −80°C before use. Samples were ground in 150 μl Tris‐HCl, pH 8.0 on ice then centrifuged at max speed for 20 min at 4°C. Ten microliter of supernatant was added to a new tube containing 150 μl of 0.1 M sodium acetate (pH 4.6) and 75 μl of amylopectin (20 mg/ml in 0.2 M KOH). Each reaction was then made up to 300 μl with deionized water and then incubated at 37°C for 60 min. The reactions were ceased by incubation at 100°C for 3 min. Twenty microliter of each reaction was added to 750 μl of p‐hydroxybenzoic acid hydrazide (PAHBAH) solution and DI water was added to a final volume of 1 ml. Samples were then incubated at 100°C for 5 min then absorbance at 410 nm was read for each sample blanked against a reagent blank with Tris‐HCl grinding buffer added in the place of crude protein. Amylopectin stocks were prepared by boiling amylopectin/KOH solution for 10 min until the solution became clear. Then aliquots were stored at −20°C prior to use. PAHBAH solution was prepared by mixing 1 part 5% p‐hydroxybenzoic acid hydrazide in 0.5 M HCl with four parts 0.5 M NaOH.

### 2.8 Soluble sugar assay

Soluble sugars were quantified using an Amp‐red/glucose oxidase/horseradish peroxidase method coupled with endogenous invertase activity as previously described (Bender et al., 2012; Ruhlmann et al., 2010). In brief, nectary tissue from each stage was ground in protein extraction buffer then subjected to 20 min treatment with and without the addition of 10 mM sucrose. Reactions were diluted 1:100 to get into the working range of the glucose assay. The glucose assay mix (Ruhlmann et al., 2010) consisted of 38.5 μM Amp‐red (stock solution dissolved in DMSO), 5 units of horse radish peroxidase and glucose oxidase, and 33 mM sodium phosphate buffer pH 7. About 25 μl of assay solution was mixed with 75 μl of diluted sugar solution and absorbance was measured at 570 nm for each sample. Values were compared to a standard curve with glucose to determine the absolute amount of soluble sugar in each sample.

### 2.9 Nectar metabolomics

Two separate GC‐MS‐based methods were employed for untargeted metabolite profiling of six nectar samples from independent male and female flowers of *C. pepo*. The first of these provided data on the predominant sugars that constitute the nectar (i.e., sucrose, glucose, and fructose). Specifically, 1 μl of nectar was spiked with 10 μg ribitol as an internal standard, and the mixture was dried overnight by lyophilization. The sample underwent methoximation at 30°C for 90 min while continuously shaking with 20 mg/ml methoxyamine hydrochloride dissolved in pyridine. The methoximated sample was silylated for 30 min at 60°C with N,O‐Bis(trimethylsilyl)trifluoroacetamide (BSTFA)/1% trimethylchlorosilane (TMCS). Following dilution with 1.5 ml pyridine, 1 μl of sample was analyzed by GC‐MS.

Less abundant constituents of the nectar were extracted from a 5‐μl aliquot of nectar sample that was spiked with 0.5 μg nonadecanoic acid and 1 μg ribitol as internal standards. Hot methanol (2.5 ml) was immediately added to the nectar, and the mixture was incubated at 60°C for 10 min. Following sonication for 10 min at 4°C, chloroform (2.5 ml) and water (1.5 ml) were sequentially added, and the mixture was vortexed. Centrifugation separated the polar and nonpolar fractions, and the entire nonpolar fraction and half of the polar fraction was recovered to separate 2 ml screw‐cap glass vials and dried overnight by lyophilization. The polar fraction underwent methoximation as previously described, and both polar and nonpolar fraction were silylated for 30 min at 60°C with BSTFA/1% TCMS.

The derivatized metabolites (the sugars, polar, and nonpolar fractions) were analyzed using an Agilent Technologies Model 7890A GC system equipped with an HP‐5 ms (30 m, 0.25 mm, 0.25 μm) GC column that was coupled to an Agilent Technologies 7683B series injector and Agilent Technologies Model 5975C inert XL MSD with Triple‐Axis Detector mass spectrometer. Chromatography parameters for the polar and nonpolar fractions were set to a helium gas flow rate of 1 ml/min, 2 μl injection, with a temperature gradient of 80°C–320°C increasing at a rate of 5°C/min, followed by a 9‐min hold at 320°C. The polar fractions were analyzed using a “heart‐cut” method (Boeker, Leppert, Mysliwietz, & Lammers, 2013) which diverted gas flow to an FID detector during elution times for fructose, glucose, and sucrose.

GC parameters for predominant sugar metabolites were set to a helium gas flow rate of 1 ml/min, 1 μl injection with a 10:1 split, and a temperature gradient of 100°C–180°C increasing at a rate of 15°C/min, then 5°C/min to 305°C, 15°C/min to 320°C, followed by a 5‐min hold at 320°C. Deconvolution and integration of resulting spectra was performed with AMDIS (Automated Mass Spectral Deconvolution and Identification System) software. Analyte peaks were identified by comparing mass spectra and retention indices to the NIST14 Mass Spectral Library and authentic standards when possible to confirm identification.

## 3 RESULTS

### 3.1 Experimental design

To understand the nexus of genes and processes that are activated in *C. pepo* nectaries throughout maturation, we decided to take a transcriptomic strategy. This approach was previously used with Arabidopsis nectaries (Kram, Xu, & Carter, 2009) and led to the identification of key genes that regulate nectary function and nectar production [e.g., (Bender et al., 2012, 2013; Kram & Carter, 2009; Lin et al., 2014; Ruhlmann et al., 2010; Schmitt, Roy, Klinkenberg, Jia, & Carter, 2018; Wiesen et al., 2016)]. Squash nectaries are considerably larger than Arabidopsis (~1 cm diameter for squash vs. ~100 μm for Arabidopsis) and produce relatively large amounts of nectar (>50 μl for squash vs. ≪1 μl for Arabidopsis, per flower). A transcriptomic understanding of the squash model would thus further the field of nectar biology, as physiological, biochemical, and cellular studies in downstream experiments would be made easier than with other species. We proceeded with an experimental plan where four stages of both pistillate (female) and staminate (male) flowers were selected to study nectary gene expression as affected by maturation (Figure 1).

**Figure 1:**
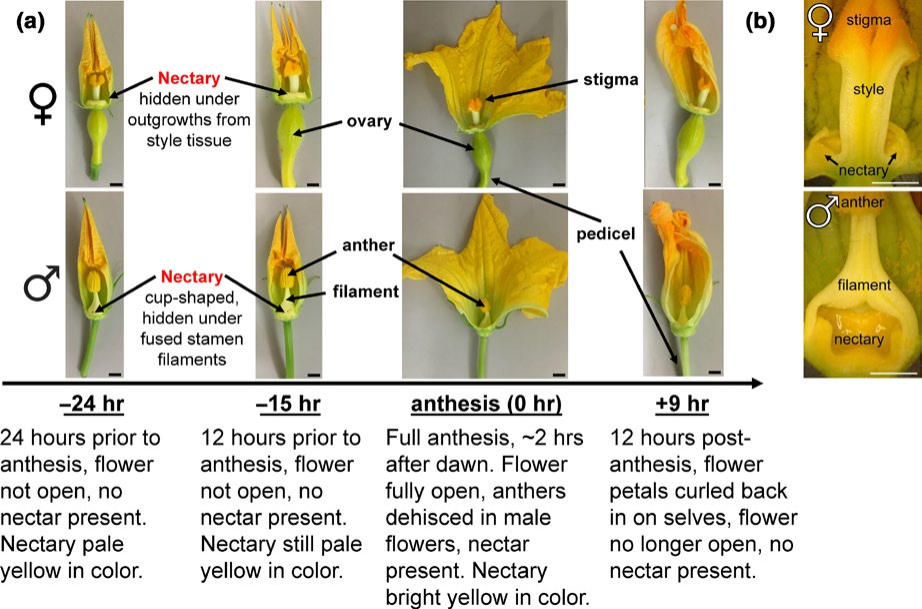
Developmental stages and tissues used for squash nectar/y analyses. (a) Timepoints used for female (top) and male (bottom) nectary collections. (b) Cross‐section of female and male flowers to reveal nectaries. Scale bar equals 5 mm

The developmental stages chosen for analyses centered around anthesis, which is when pollen is released by anthers. Nectar production is synchronized with anthesis (Nepi et al., 1996, 2001) and hence this study was centered around the time of anthesis, which aided the uniform timing of tissue collection for subsequent studies. Squash flowers progress from small, closed green buds to open flowers relatively rapidly (within a few days), and we tracked their progress through key visual cues. The “pre‐secretory stage 1” occurs 24 hr before anthesis, and was recognized by the fact that buds are still closed but have a yellow coloration at the tips of the fused corolla; this stage is designated as the “−24 hr” timepoint (Figure 1a). We noted that 9 hr later the yellow color intensifies and the tip of the corolla is slightly unfurled and we designated this as “pre‐secretory stage 2” or the “−15 hr” timepoint (~12 hr before dawn). Open flowers actively producing nectar (~3 hr after dawn) were termed “secretory stage” or the “0 hr” timepoint, and 9 hr later (~12 hr after dawn), when the flowers had closed, was chosen as “post‐secretory” or “+9 hr” timepoint. While nectar was completely absent from the flowers at the −24 and −15 hr timepoints, copious amounts of nectar were present in the 0 hr and +9 hr flowers. Replicate RNAs were isolated from the nectaries (e.g., Figure 1b) at each of these timepoints and subjected to Illumina‐based RNA‐seq analyses.

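Nectaries of female flowers gave 3 libraries at each of −24, 0 and +9 hr and 2 at −15 hr, and nectaries of male flowers gave 3 at each timepoint. Each of the 23 libraries holds a normalized number of reads for 8861 melon genes, which the authors had scaled to a like upper quartile and rounded to whole numbers. These values sum to between 9269760 and 16139522 per library. The 10 genes with the highest values held 14.1 to 15.4% of the total in female nectaries at 0 hr and 16.5 to 18.9% in male nectaries at 0 hr. At +9 hr, the same share was 4.4 to 5.3% in female and 4.6 to 5.2% in male nectaries. Replicates are not stated to come from separate plants and may be technical, in which case the p-values measure only the spread between samples. Samples at −24 and 0 hr were taken at about the same time of day and those at −15 and +9 hr 9 hr later in the day, so stage and time of day were varied together.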

### 3.2 RNA sequencing and differential expression analyses

Over 240M reads (50 bp, paired end) derived from squash nectary RNAs were assembled into 70,111 contigs and initially mapped to both the *C. melo* (melon) and *Arabidopsis thaliana* Col‐0 genomes, with the corresponding *C. pepo* orthologs [from the recently published zucchini genome (Montero‐Pau et al., 2018)] to the *C. melo* genes subsequently being incorporated into the analysis. The rationale for mapping contigs to melon is that it is a close relative to squash with a fully sequenced genome; similarly, contigs were mapped to Arabidopsis because it has a very well annotated genome and has served as the genetic model for plant biology, including the process of nectar production [reviewed in (Roy et al., 2017)]. Altogether, *C. pepo* nectary contigs mapped to 8,863 unique *C. melo* and *C. pepo* genes (Table S1), which were subsequently used for all downstream analyses of differential expression.

Differentially expressed genes between nectary stages were defined as having a statistically significant *and* mean twofold difference in expression. The lists of differentially expressed genes between stages in female and male nectaries are available in Appendix S2, respectively. 

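Between −24 and −15 hr in female nectaries, the sugar transporter ERD6-like 16 (XM_008440551.1), of a family of vacuolar sugar carriers, rose from 20.3 ± 2.31 (mean ± SD, n = 3) to 40228 ± 692 (n = 2) normalized reads. This is a log2 fold change of 10.89 (standard error 0.62, adjusted p = 2.5e-10 by limma). A trans-resveratrol di-O-methyltransferase-like gene (XM_008457721.1), of an enzyme family that methylates phenolic compounds, rose from 3 ± 2.65, near the floor, to 14903 ± 8061 (log2 fold change of 12.11, standard error 0.66, adjusted p = 1.3e-10). Glutamate decarboxylase 1 (XM_008464930.1), which makes GABA from glutamate, fell from 895 ± 492 to 2.5 ± 3.54, near the floor (log2 fold change of −8.32, standard error 1.10, adjusted p = 9.2e-06). In all, 1228 genes were higher and 2128 lower at −15 than at −24 hr at an adjusted p under 0.05 and a change of at least 2-fold. From −15 to 0 hr, the photosystem II 22 kDa protein (XM_008468488.1), which protects the photosystem from excess light, rose from 6.5 ± 3.54, near the floor, to 18645 ± 3888 (log2 fold change of 11.34, adjusted p = 1.9e-06). The homeobox gene HAT4 (XM_008450593.1), a regulator of shade responses, fell from 7508 ± 2371 to 17.7 ± 6.51 (log2 fold change of −8.68, adjusted p = 1.4e-08). Here 1817 genes were higher and 2754 lower at 0 hr. From 0 to +9 hr (n = 3 each), WRKY29 (XM_008453784.1), a transcription factor of defence signalling, rose from 10.3 ± 15.4 to 2412 ± 1517 (log2 fold change of 8.75, adjusted p = 5.8e-07). A gene like mitochondrial uncoupling protein 5 (XM_008468672.1), a carrier of the inner mitochondrial membrane, fell from 100957 ± 32809 to 1949 ± 3018 (log2 fold change of −7.32, adjusted p = 3.6e-06), and 2839 genes were higher and 1537 lower at +9 hr. Libraries of the earlier and the later stage did not overlap in 67.5%, 77.6% and 61.3% of all genes in the 3 steps, where chance alone would give 20%, 20% and 10%. TMM scaling moved the median log2 fold change of all genes from −0.19 to −0.05, from −0.30 to −0.05 and from 0.34 to 0.08. It gave 1445 genes higher and 1887 lower in the first step, 2178 and 2266 in the second and 2385 and 1949 in the last. With the authors' p-values, these counts were 413 and 396, 944 and 2044, and 692 and 898, so that the larger count changed sides in the first and the last step.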

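In male nectaries (n = 3 at each stage), galactinol–sucrose galactosyltransferase 1 (XM_008465452.1), of the raffinose synthase family, rose from 2048 ± 1052 normalized reads at −24 hr to 48702 ± 20735 at −15 hr (log2 fold change of 4.60, adjusted p = 1.7e-05 by limma). An LHY-like gene (XM_008461600.1), a core repressor of the circadian clock, fell from 16735 ± 4304 to 568 ± 119 (log2 fold change of −4.87, adjusted p = 0.0017). This step had 139 genes higher and 328 lower at −15 hr, and 1647 genes had an unadjusted p under 0.05. Without the first or the second −24 hr replicate or the second −15 hr replicate, 65 to 81 genes were higher and 179 to 197 lower. From −15 to 0 hr, the aquaporin PIP1-4 (XM_008465000.1), a water channel of the plasma membrane, rose from 72.7 ± 40.4 to 77805 ± 30885 (log2 fold change of 10.12, adjusted p = 4.6e-10). A gene like monosaccharide-sensing protein 2 (XM_008466597.1), a vacuolar sugar carrier, fell by 7.35 log2 units to 62 ± 91.8 (adjusted p = 6.3e-07). Of all genes, 1554 were higher and 2631 lower at 0 hr than at −15 hr. From 0 to +9 hr, SWEET1 (XM_008443341.1), a glucose transporter, rose from 10.3 ± 0.577 to 13698 ± 5407 (log2 fold change of 10.17, adjusted p = 3.5e-08), and a peroxisomal membrane protein of the PXMP2/4 family (XM_008456160.1) fell from 28611 ± 2547 to 276 ± 365 (log2 fold change of −7.64, adjusted p = 3.0e-06). This last step had 2780 genes higher and 1559 lower at +9 hr. The stages did not overlap in 34.6%, 69.6% and 67.7% of all genes in the 3 steps, against 10% by chance. With TMM scaling, the median log2 fold change of all genes moved from −0.31 to −0.07 between −15 and 0 hr and from 0.29 to 0.06 between 0 and +9 hr. The 3 steps then had 149 genes higher and 295 lower, 1865 and 2129, and 2417 and 1934. With the authors' p-values, they had 1 and 12, 1231 and 2026, and 1681 and 1184.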

We additionally performed a separate differential expression analysis where reads from both female and male nectaries were grouped together by developmental stage (Appendix S2). These analyses revealed genes that are upregulated at specific stages of maturation, as well as ones that were commonly expressed at all timepoints in both male and female flowers (Figure 2, Appendix [Link], [Link], [Link], [Link]). 

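With the libraries of both sexes grouped by stage, the photosystem II 22 kDa protein (XM_008468488.1) and the aquaporin PIP1-4 (XM_008465000.1) were among the genes higher at 0 hr than at all other stages. HAT4 (XM_008450593.1) was among those higher at −24 and −15 hr than at 0 and +9 hr, and the senescence regulator NAC29 (XM_008448163.1) among those higher at +9 hr. Between −24 and −15 hr, 378 genes were higher and 543 lower at the later stage. The counts were 1692 higher and 2617 lower from −15 to 0 hr, and 2763 higher and 1467 lower from 0 to +9 hr. Across genes, the change from −24 to −15 hr in female nectaries had a Pearson r of 0.20 with that in male nectaries. This r was 0.93 from −15 to 0 hr and 0.82 from 0 to +9 hr, where genes are not independent replicates.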

The numbers of genes displaying stage‐dependent upregulation in nectary expression are indicated in the Venn diagrams for female (Figure 2a; *n* = 3 for each stage, except *n* = 2 for −15 hr), male (Figure 2b, *n* = 3 for each stage), female and male together when analyzed for significance separately (Figure 2c; i.e., differentially expressed genes commonly appearing in both Figure 2a,b), and female and male together when all reads for a given stage were analyzed as a group for fold‐change and statistically significant differences in expression (Figure 2d; *n* = 6 for −24, 0 and +9 hr, *n* = 5 for −15 hr). 

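In both sexes, *CWINV4* (XM_008446238.1), a cell wall invertase, was among the genes higher at −15 hr than at every other stage. *BAM1* (XM_008440214.1), a β-amylase, and *SUS5* (XM_008464945.1), a sucrose synthase, were higher at 0 hr alone in both sexes. The starch synthesis genes *ApS1* (AF030382.1) and *ApL2* (XM_008468318.1), of ADP-glucose pyrophosphorylase, were higher at −24 and −15 hr in both. In female nectaries, 1188 genes were higher at −24 hr than at all other stages, 251 at −15 hr, 668 at 0 hr and 877 at +9 hr. In male nectaries, these counts were 51, 25, 626 and 1103. The same gene was in the same set in both sexes for 9 genes at −24 hr, where 6.8 would be shared if the sexes were independent. The shared counts were 13 at −15 hr (0.7 if independent), 447 at 0 hr (47.2) and 569 at +9 hr (109.2). With the sexes grouped, 129 genes were higher at −24 hr, 87 at −15 hr, 648 at 0 hr and 953 at +9 hr. With the authors' p-values, an alternative chosen after seeing the data, the female counts at −24, −15, 0 and +9 hr were 171, 83, 352 and 57, the male ones 1, 0, 459 and 597, and the shared ones 0, 0, 208 and 30. The authors' sheet of group means counts the first female 0 hr replicate with −15 hr. With that grouping, also chosen after seeing the data, the female counts were 12 at −15 hr, 38 at 0 hr and 765 at +9 hr, the shared ones 2, 0, 13 and 466 in the order of the stages, and the grouped ones 236 at −24 hr and 10 at −15 hr. Single libraries moved several of these counts by more than 1.5 times. The male count at −24 hr was 24 without the second −15 hr replicate and 26 without the first −24 hr replicate, and that at −15 hr was 15 and 16 without the second replicate of −15 and of −24 hr. The grouped count at −24 hr was 321, 360 or 414 without 1 of the male −24 hr replicates. Without 1 of the female −24 hr, the male −15 hr or the first female −15 hr replicates, it was 36 to 72, and the grouped count at −15 hr was 36 to 56. With TMM scaling, the grouped count at −24 hr was 84. The shared count at −15 hr was 6 to 8 without 1 of the male −24 hr replicates or the second male −15 hr replicate. The shared count at −24 hr was 4 without the first or the second male −24 hr replicate or the second male −15 hr replicate, and 14 without the first male +9 hr replicate.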

The nonoverlapping regions of each Venn diagram indicate the number of genes that are upregulated at a specific developmental stage (i.e., at the −24 hr, −15 hr, 0 hr or +9 hr timepoints), whereas the numbers shown in overlapping regions are commonly upregulated at two or more timepoints over the others. For example, in female nectaries (Figure 2a) there were 394 genes expressed >2‐fold higher (and statistically significant) at both the −24 and −15 hr timepoints over the 0 and +9 hr timepoints; similarly, there were 209 genes that were more highly expressed at the −24, −15, and 0 hr timepoints over the +9 hr stage.

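The starch genes *SBE2* (XM_008444588.1), a branching enzyme, and isoamylase 1 (XM_008455308.1), a debranching enzyme of starch synthesis, were among 513 genes of female nectaries that were higher at both −24 and −15 hr than at 0 and +9 hr. In male nectaries, this set held 621 genes, and the sexes shared 257 of them. *SPS2* (XM_008458932.1), a sucrose-phosphate synthase, was among 239 female and 444 male genes that were higher at −24, −15 and 0 hr than at +9 hr, of which 118 were shared. *SWEET9* (XM_008443590.1), a sucrose carrier, was among 158 female genes higher at −15 and 0 hr. The male set of these stages held 17 genes, or 5 without the second −15 hr replicate and 7 to 9 without 1 of the −24 hr replicates. The heat stress factor HSFA-6b (XM_008440394.1) was among 408 female genes higher at 0 and +9 hr, a set with 327 genes in males. A further 237 female and 16 male genes were higher at −15, 0 and +9 hr than at −24 hr, with 2 shared, or 1 to 4 without 1 library. The male set of these stages held 27 genes without the first −15 hr replicate and 9 without the second. With the authors' p-values, an alternative chosen after seeing the data, the female sets held 240 genes at −24 and −15 hr, 81 at −24, −15 and 0 hr, 26 at −15 and 0 hr, 17 at 0 and +9 hr and 56 at −15, 0 and +9 hr, and the male sets 339, 271, 0, 145 and 0. With the female groups of the authors' sheet of means, which counts the first 0 hr replicate with −15 hr and was also chosen after seeing the data, the female sets held 10, 362, 262, 82 and 592 genes. Genes in no stage set whose highest stage mean was at most 2 times the lowest numbered 1138 in female and 1963 in male nectaries. Of these, 837 were the same genes. This group rests on the ratio of means and not on a test for the lack of a change.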

**Figure 2:**
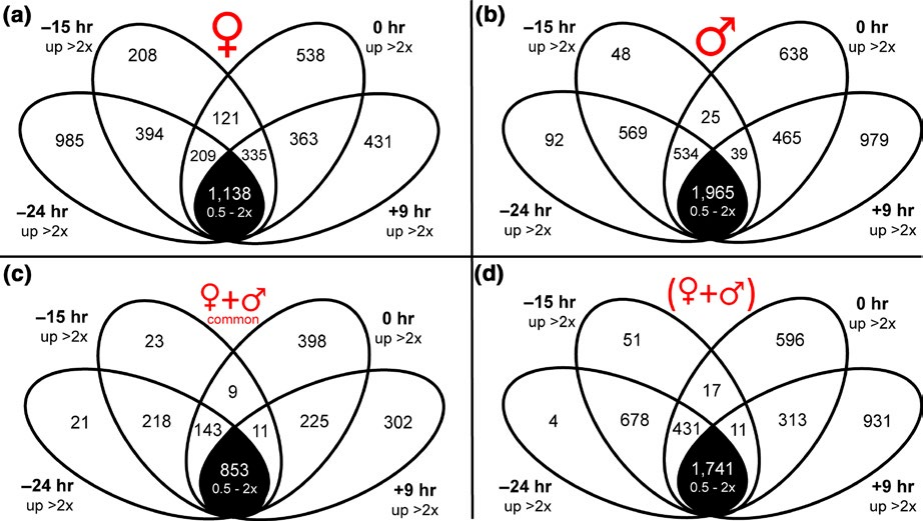
Venn diagram set‐representation of differentially expressed genes in nectaries associated with developmental stages. Differentially expressed genes are defined as those showing a > 2‐fold‐change in expression in any pairwise or multistage comparison (*p* < 0.05). The number of genes that fail this test (commonly expressed at all timepoints) are identified in the black‐shaded subset. (a) Number of genes upregulated in female nectaries at the −24 hr, −15 hr, 0 hr or +9 hr timepoints in female nectaries. (b) Number of genes upregulated in male nectaries at the −24 hr, −15 hr, 0 hr or +9 hr timepoints. (c) Number of genes commonly upregulated in both male and female nectaries (i.e., differentially expressed genes appearing at the same timepoints in both a and b) at the −24 hr, −15 hr, 0 hr or +9 hr timepoints. (d) Number of genes upregulated at each developmental stage when reads from both female and male nectaries from a particular stage are analyzed together as a single unit

### 3.3 Validation of RNA‐seq data

The differential expression identified through the RNA‐seq analyses was subsequently validated by qRT‐PCR using RNA isolated from male nectaries (Figure 3). The genes chosen for qRT‐PCR validation primarily included those predicted to be involved in carbohydrate metabolism and/or orthologs of genes known to be involved in nectary function. A majority of the selected genes displayed upregulation at one or more specific timepoint. For example, *Starch Branching Enzyme 2* (*SBE2*), encoding a protein predicted to be involved in starch synthesis, displayed high expression at the −24 hr timepoint, and declined at each subsequent developmental timepoint. Conversely, a gene associated with starch breakdown, β*‐amylase 1* (*BAM1*), displayed low expression level at every developmental stage except for the 0 hr timepoint. 

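In male nectaries, *SBE2* (XM_008444588.1), which adds branches to starch chains, averaged 9532 ± 2185 (mean ± SD, n = 3) normalized reads at −24 hr and 6461 ± 2988 at −15 hr. It averaged 823 ± 267 at 0 hr and 780 ± 70.4 at +9 hr. The fall from −15 to 0 hr was a log2 fold change of −2.90 (standard error 0.33, adjusted p = 6.4e-07 by limma). From −24 to −15 hr, the log2 fold change of −0.65 did not pass (adjusted p = 0.30), nor did that of −0.03 from 0 to +9 hr (adjusted p = 0.93). The primers listed for *SBE2* match a second branching enzyme gene, XM_008466627.1. Its male means were 47798 ± 11639 at −24 hr, 19970 ± 13179 at −15 hr, 4869 ± 1183 at 0 hr and 660 ± 277 at +9 hr. This gene fell from −15 to 0 hr (log2 fold change of −1.88, adjusted p = 0.0043) and from 0 to +9 hr (log2 fold change of −2.93, adjusted p = 7.6e-05), and its change from −24 to −15 hr did not pass (adjusted p = 0.13).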

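*BAM1* (XM_008440214.1), which releases maltose from starch, averaged 62080 ± 10129 (mean ± SD, n = 3) normalized reads in male nectaries at −24 hr and 126469 ± 43318 at −15 hr. It averaged 437518 ± 26849 at 0 hr and 30711 ± 16247 at +9 hr. The rise from −15 to 0 hr was a log2 fold change of 1.84 (standard error 0.66, adjusted p = 0.022 by limma), and the fall to +9 hr was −3.98 (standard error 0.66, adjusted p = 3.8e-05). The change from −24 to −15 hr, a log2 fold change of 0.99, did not pass (adjusted p = 0.47). The rise to 0 hr did not pass without the first or the third −15 hr replicate or without the first 0 hr replicate (adjusted p of 0.060, 0.069 and 0.055). A second β-amylase 1 gene (XM_008462489.1) averaged 73 at −24 hr, 46 ± 14.7 at −15 hr, 31300 ± 19445 at 0 hr and 6770 at +9 hr, and its rise to 0 hr was a log2 fold change of 9.23 (adjusted p = 2.6e-11).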

Presumptive orthologs of several genes known to be required for nectar production in other species—*MYB305*,* SWEET9*, and *CWINV4* (Lin et al., 2014; Liu & Thornburg, 2012; Liu et al., 2009; Ruhlmann et al., 2010; Schmitt et al., 2018; Wang et al., 2014)—also displayed stage‐specific induction. Both the *MYB305* and *SWEET9* transcripts displayed low expression at the −24 hr timepoint and peaked at the 0 hr timepoint, whereas *CWINV4* displayed highest expression at the −15 hr timepoint.

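*MYB305* (XM_008445303.1), a transcription factor of nectary maturation, averaged 44201 ± 2828 (mean ± SD, n = 3) normalized reads in male nectaries at −24 hr. Its means were 60305 ± 10149 at −15 hr, 120716 ± 7149 at 0 hr and 2150 ± 1134 at +9 hr. It fell from 0 to +9 hr (adjusted p = 4.2e-07 by limma), while the change of 1.45 from −24 to 0 hr did not pass (adjusted p = 0.069) and that of 1.01 from −15 to 0 hr did not either (adjusted p = 0.20). With the male libraries fitted alone, both passed (adjusted p of 0.0062 and 0.039), and with TMM scaling the first did (log2 fold change of 1.74, adjusted p = 0.038). *SWEET9* (XM_008443590.1), which exports sucrose from nectary cells, averaged 101342 ± 53681 at −24 hr, 437939 ± 93601 at −15 hr, 414487 ± 110354 at 0 hr and 22290 ± 14616 at +9 hr. It was higher at 0 than at −24 hr by a log2 fold change of 2.17 (adjusted p = 0.050), which did not pass without any 1 of the 3 replicates at 0 hr or of the second and the third at −24 hr (adjusted p between 0.073 and 0.18), nor with the replicate number as a block (adjusted p = 0.057). The −15 and 0 hr stages did not differ (log2 fold change of −0.09, adjusted p = 0.94). *CWINV4* (XM_008446238.1), which splits sucrose outside the cell, averaged 9017 ± 951 at −24 hr, 47131 ± 6420 at −15 hr, 2660 ± 1883 at 0 hr and 75 ± 43.6 at +9 hr. Its rise from −24 to −15 hr was a log2 fold change of 2.38 (standard error 0.58, adjusted p = 0.017), which did not pass without the first or the third −24 hr replicate or the second −15 hr replicate (adjusted p between 0.056 and 0.068). Its fall from −15 to 0 hr was a log2 fold change of −4.44 (adjusted p = 3.3e-06). From the same stages measured by qRT-PCR, the paper states that these genes were induced at specific stages.

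**Figure D1:**
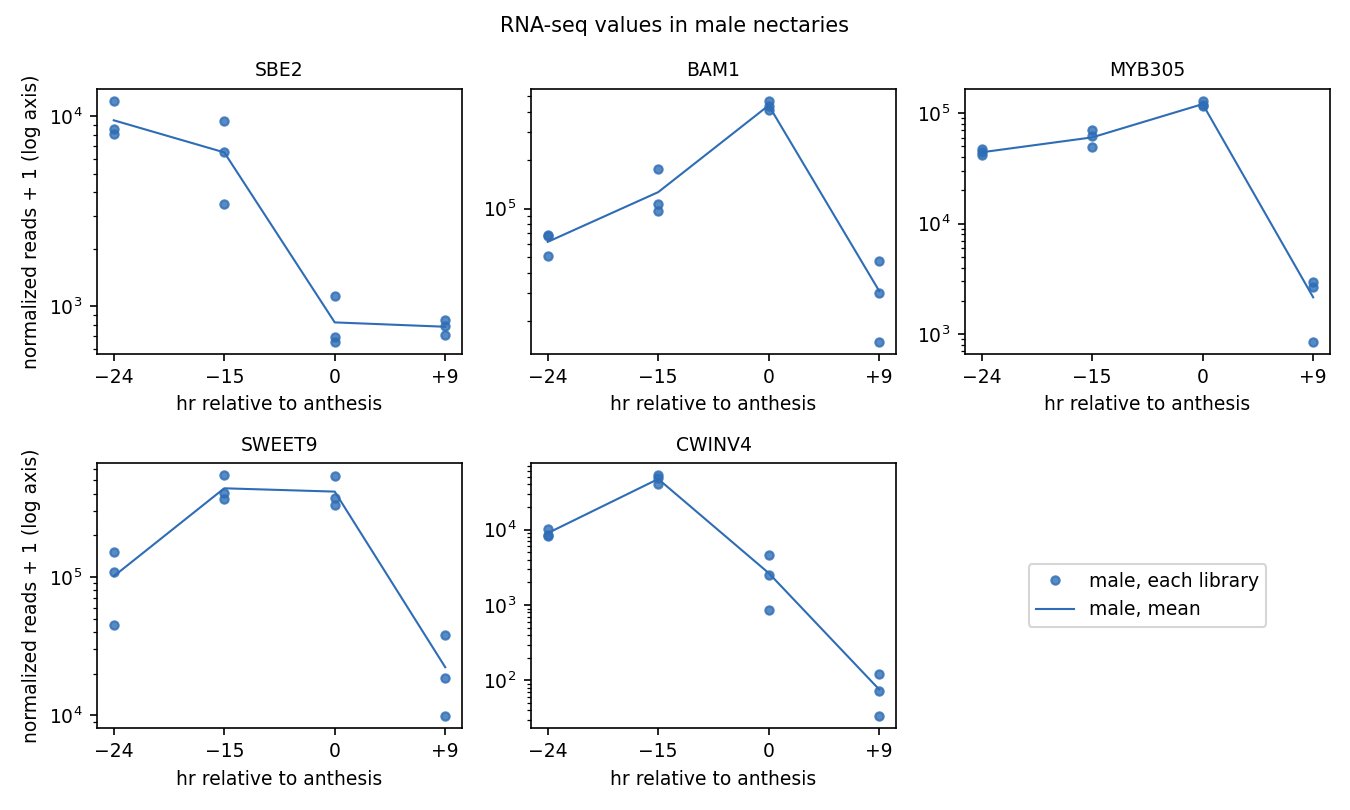
Normalized reads plus 1, on a log axis, of *SBE2*, *BAM1*, *MYB305*, *SWEET9* and *CWINV4* in male nectaries by hours relative to anthesis. Points are libraries (n = 3 per stage) and lines join the means. *CWINV4* lies between 40162 and 52803 in the −15 hr libraries and between 33 and 120 at +9 hr.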

**Figure 3:**
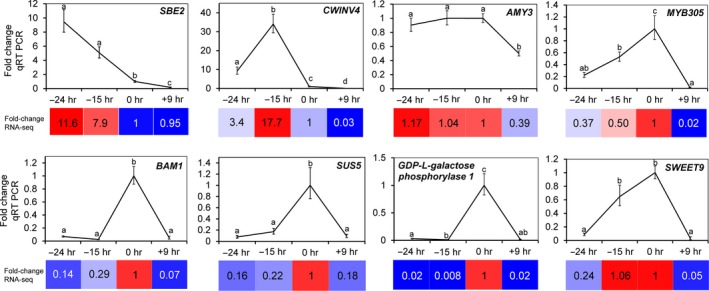
Validation of RNA‐seq data. qRT PCR was used to validate the expression patterns of select differentially expressed genes in male nectaries identified through RNA‐seq analyses. The fold‐change in each stage was determined relative to 0 hr (the secretory stage [anthesis] was set as 1). Statistically significant differences in expression between the stages are noted by different letters (pairwise, two‐tailed *t* test, *p* < 0.05). The colored boxes represent the corresponding fold‐change observed by RNA‐seq analysis. SBE2 = Starch Branching Enzyme 2, CWINV4 = Cell Wall Invertase 4, AMY3 = Alpha‐amylase 3, BAM1 = Beta‐amylase 1, SUS5 = Sucrose Synthase 5. MYB305 and SWEET9 are the full gene names

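*AMY3* (XM_008448092.1), an α-amylase of chloroplasts, averaged 90147 ± 9737 (mean ± SD, n = 3) normalized reads in male nectaries at −24 hr, 79762 ± 5022 at −15 hr, 76757 ± 11519 at 0 hr and 30140 ± 9454 at +9 hr. Set to 1 at 0 hr, its means were 1.17 at −24 hr, 1.04 at −15 hr and 0.393 at +9 hr. It was lower at +9 hr than at −24, −15 and 0 hr (log2 fold changes of −1.62, −1.45 and −1.38, standard error 0.44 each, adjusted p of 0.0043, 0.0088 and 0.010 by limma), and no change among these 3 earlier stages passed (adjusted p of at least 0.66). *SUS5* (XM_008464945.1), which cleaves or makes sucrose, averaged 27649 ± 11794 at −24 hr, 36665 ± 17494 at −15 hr, 168601 ± 12027 at 0 hr and 30927 ± 18797 at +9 hr. Relative to 0 hr, these are 0.164, 0.217 and 0.183. Its rise from −15 to 0 hr was a log2 fold change of 2.30 (standard error 0.66, adjusted p = 0.0055). GDP-L-galactose phosphorylase 1 (XM_008449496.1), an enzyme of ascorbate synthesis, averaged 3443 ± 967 at −24 hr, 1797 ± 1034 at −15 hr, 217673 ± 47495 at 0 hr and 5116 ± 5792 at +9 hr. It rose from −15 to 0 hr by a log2 fold change of 7.04 (adjusted p = 2.8e-07) and fell by 6.03 to +9 hr (adjusted p = 1.2e-06). Relative to 0 hr, *SBE2* was 11.6 at −24 hr and *CWINV4* 17.7 at −15 hr. The *SBE2* primers match another branching enzyme gene, so this *SBE2* ratio is not of the gene that they match.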

### 3.4 Gene ontology analyses identify a shift from anabolic to catabolic processes

Genes displaying stage‐enriched expression (from Figure 2A,B,D [female, male and female/male together, respectively]) were subjected to gene ontology (GO) analyses to identify processes and metabolic pathways overrepresented in nectaries during a specific stage of development (Appendix [Link], [Link], [Link]). 

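In female nectaries, the ribosomal protein S11 gene (XM_008447020.1), part of the small ribosomal subunit, averaged 5243 normalized reads at −24 hr, 680 at −15 hr, 95 at 0 hr and 149 at +9 hr. LL-diaminopimelate aminotransferase (XM_008456213.1), an enzyme of lysine synthesis, averaged 3495 at −24 hr, 827 at −15 hr and 119 at 0 hr, a log2 fold change of 3.56 against the later stages (adjusted p = 6.4e-10 by limma). Leucine–tRNA ligase (XM_008465690.1), which loads tRNA for translation, averaged 2148 at −24 hr and 123 at 0 hr (log2 fold change of 2.69 against the other stages, adjusted p = 7.1e-10). Elongation factor 1-alpha (XM_008465698.1), which brings loaded tRNA to the ribosome, averaged 10534 at −24 hr and 700 at 0 hr (log2 fold change of 2.85, adjusted p = 8.6e-10). STAY-GREEN (XM_008438967.1), which breaks down chlorophyll, went the other way, with 77 at −24 hr and 4906 at −15 hr (log2 fold change of −5.98, adjusted p = 4.3e-12). Of 161 cytosolic ribosomal protein genes, 158 were higher at −24 hr than at the other stages together, none was lower and 3 did not pass (159 higher when adjusted over the list alone). Their median log2 fold change was 3.78 (camera adjusted p = 2.2e-35, or adjusted p = 0.54 with an estimated correlation). Of 88 amino acid biosynthesis genes, 67 were higher, 11 lower and 10 did not pass (67 higher and 12 lower when adjusted over the list alone), with camera adjusted p = 2.5e-05, or adjusted p = 0.56 with an estimated correlation. Of 32 aminoacyl-tRNA ligase genes, 31 were higher and 1 was lower, also when adjusted over the list alone (camera adjusted p = 8.9e-08, or adjusted p = 0.52 with an estimated correlation). Of 43 translation factor genes, 35 were higher, 4 lower and 4 did not pass, with the same counts adjusted over the list alone (camera adjusted p = 1.9e-06, or adjusted p = 0.56 with an estimated correlation). The set higher at −24 hr than at each other stage held 151 of the ribosomal protein genes, where 21.6 would fall by chance (Fisher's exact test, adjusted p = 1.7e-118). In male nectaries at −24 hr, 30 of the ribosomal protein genes were higher, 2 were lower and 129 did not pass (18 higher when adjusted over the list alone), with camera adjusted p = 0.0052, or adjusted p = 0.79 with an estimated correlation. In females at −24 hr, 15 of 18 autophagy genes were lower and none higher, also when adjusted over the list alone (camera adjusted p = 1.6e-05, or adjusted p = 0.52 with an estimated correlation). Of 13 senescence genes, 11 were lower and 1 higher, also when adjusted over the list alone (camera adjusted p = 7.9e-05, or adjusted p = 0.16 with an estimated correlation). TMM scaling moved the median of all genes by −0.23 in this female comparison.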

At the −24 hr timepoint, female nectaries displayed significant enrichment for anabolic processes (see *Biological Processes* and *Molecular Function* tabs in Appendix S7), notably transcripts encoding proteins involved in amino acid biosynthesis, transcription, and translation processes are overrepresented. However, by −15 hr, a distinct shift toward catabolic processes was noted in female nectaries, particularly with regard to starch degradation. 

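In female nectaries, the maltose exporter gene *MEX1* (XM_008464630.1), which releases maltose from plastids, averaged 8155 ± 1506 (mean ± SD, n = 3) normalized reads at −24 hr and 39518 ± 1056 (n = 2) at −15 hr. *DPE2* (XM_008457528.1), which processes maltose in the cytosol, averaged 33399 ± 10382 at −24 hr and 192416 ± 14389 at −15 hr. The second β-amylase 1 gene (XM_008462489.1) was lowest at −15 hr, with 56 against 61516 at 0 hr. Of 19 starch degradation genes, 14 were higher at −15 hr than at the other stages together, 3 were lower and 2 did not pass, also when adjusted over the list alone. Their median log2 fold change was 2.66 (camera adjusted p = 1.4e-04, or adjusted p = 0.54 with an estimated correlation). Among those higher were *MEX1* (log2 fold change of 3.39, adjusted p = 1.2e-07 by limma) and *DPE2* (4.06, adjusted p = 2.9e-07), and 8 were higher than at each other stage, where 0.5 would fall by chance (Fisher's exact test, adjusted p = 2.4e-06). By the same test, 3 of the sucrose synthesis genes were in this set, where 0.3 would fall by chance (adjusted p = 0.086), and none of the starch synthesis genes was. The starch and sucrose lists hold genes that the study picked on the same samples. Of 12 sucrose synthesis genes, 9 were higher and 1 was lower, with 10 higher adjusted over the list alone (camera adjusted p = 5.8e-04, or adjusted p = 0.52 with an estimated correlation). Of 11 starch synthesis genes, 7 were higher and 1 lower, with 8 higher adjusted over the list alone (camera adjusted p = 0.0080, or adjusted p = 0.54 with an estimated correlation). Of 26 photosynthetic genes of green tissue, 22 were lower and none was higher, with the chlorophyll a-b binding protein P4 (XM_008454989.1), a light-harvesting protein, at 4 against 670 at 0 hr. Their camera adjusted p was 9.1e-09, or adjusted p = 0.52 with an estimated correlation, and the 22 also passed adjusted over the list alone. Of 17 aquaporins, 9 were lower and 2 higher, with 10 lower adjusted over the list alone (camera adjusted p = 0.0025, or adjusted p = 0.26 with an estimated correlation). Aquaporin PIP2-7 (XM_008465721.1) had 23 at −15 hr and 7582 at 0 hr.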

The secretory nectaries (0 hr timepoint) displayed an extension of catabolic processes to amino acids. 

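In female nectaries at 0 hr, 4-hydroxyphenylpyruvate dioxygenase (XM_008468571.1), an enzyme of tyrosine breakdown, averaged 40881 normalized reads, against 723 at −24 hr, 6019 at −15 hr and 3849 at +9 hr. Glycine dehydrogenase (XM_008446244.1), which breaks down glycine, averaged 14030 at 0 hr and 1430 at +9 hr (log2 fold change of 3.32 against the other stages, adjusted p = 1.8e-07 by limma). Alanine aminotransferase 2-like (XM_008462125.1), which moves the amino group of alanine, averaged 13673 at 0 hr (log2 fold change of 2.21, adjusted p = 5.7e-08). Branched-chain aminotransferase 3 (XM_008442219.1), which acts on leucine and its relatives, was lower at 0 hr, with 95 against 2008 at −24 hr (log2 fold change of −2.58, adjusted p = 9.3e-08). Of 50 amino acid catabolism genes, 13 were higher at 0 hr than at the other stages together, 22 were lower and 15 did not pass, also when adjusted over the list alone. Their median log2 fold change was −0.56 (camera adjusted p = 0.80, or adjusted p = 0.90 with an estimated correlation). The set higher at 0 hr than at each other stage held 5 of them (Fisher's exact test, adjusted p = 1). Of the photosynthetic genes, 20 were higher and 1 lower at 0 hr, also when adjusted over the list alone, with 12 in that set, where 2 would fall by chance (Fisher's exact test, adjusted p = 1.1e-05). CP12-2 (XM_008456071.1), which regulates the Calvin cycle, averaged 1 at −24 hr, near the floor, and 2523 at 0 hr. Of the ribosomal protein genes, 157 were lower and 1 was higher at 0 hr, with 158 lower adjusted over the list alone (camera adjusted p = 2.2e-18, or adjusted p = 0.62 with an estimated correlation). Of the aminoacyl-tRNA ligases, 28 were lower and 1 higher, also when adjusted over the list alone (camera adjusted p = 5.7e-05, or adjusted p = 0.56 with an estimated correlation). The photosynthetic genes had camera adjusted p = 2.1e-06, or adjusted p = 0.54 with an estimated correlation, and TMM scaling moved the median of all genes by 0.30 here.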

Unique GO terms enriched at the post‐secretory female nectaries (+9 hr timepoint) included the appearance of those related to senescence, including assembly of the autophagosome.

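In female nectaries, NAC29 (XM_008448163.1), a transcription factor that promotes leaf senescence, averaged 52 normalized reads at −24 hr, 1 at −15 hr, 2054 at 0 hr and 16636 at +9 hr. A NAC100-like gene (XM_008454996.1) of the same family averaged 2, 20, 339 and 4904 at these stages. The autophagy gene ATG9 (XM_008449219.1), which brings membrane to the growing autophagosome, averaged 733, 1314, 1724 and 5209. ATG8f (XM_008459912.1), which coats the autophagosome membrane, averaged 1029 at 0 hr and 2743 at +9 hr (log2 fold change of 2.07 against the other stages, adjusted p = 6.0e-08 by limma). Of 13 senescence genes, 11 were higher at +9 hr than at the other stages together, none was lower and 2 did not pass, also when adjusted over the list alone. Their median log2 fold change was 2.91 (camera adjusted p = 5.2e-05, or adjusted p = 0.16 with an estimated correlation). Of 18 autophagy genes, 14 were higher, 1 was lower and 3 did not pass, also when adjusted over the list alone (camera adjusted p = 2.7e-04, or adjusted p = 0.54 with an estimated correlation). The set higher at +9 hr than at each other stage held 8 autophagy genes, where 1.8 would fall by chance, and 6 senescence genes, where 1.3 would (Fisher's exact test, adjusted p of 0.0076 and 0.025). Pectinesterase 2 (XM_008439971.1), which loosens pectin in cell walls, rose from 13 at 0 hr to 10007 at +9 hr. Of 28 cell wall loosening genes, 13 were higher and 3 lower, also when adjusted over the list alone (camera adjusted p = 0.034, or adjusted p = 0.58 with an estimated correlation, and 0.052 to 0.083 without the second −15 hr or the second or the third +9 hr replicate). The ethylene receptor gene ETR2 (AB294513.1) averaged 614 at 0 hr and 3331 at +9 hr. Of 36 ethylene genes, 23 were higher and 5 lower, with 6 lower adjusted over the list alone (camera adjusted p = 0.0025, or adjusted p = 0.51 with an estimated correlation). Of 45 proteasome genes, 42 were lower and none higher, also when adjusted over the list alone (camera adjusted p = 7.4e-12, or adjusted p = 0.54 with an estimated correlation). All 5 phloem marker genes were higher at +9 hr (camera adjusted p = 0.077). The first +9 hr replicate lay closer to the male +9 hr mean (0.92) than to that of the other female +9 hr replicates (1.15) in root mean square log2 distance.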

Interestingly, male nectaries displayed no significant enrichment of genes related to specific GO terms at either the −24 or −15 hr timepoints, which could be due to the relatively few number of genes being upregulated specifically at either stage as compared to female nectaries (Figure 2). 

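In male nectaries, the genes higher at −15 hr alone included *CWINV4* (XM_008446238.1), a cell wall invertase. Those higher at −24 hr alone included the phosphoglucomutase gene *PGM* (XM_008469031.1), which interconverts glucose phosphates. Among the 32 gene lists tested, the lowest adjusted p in either set was 0.32 (Fisher's exact test). Against the other stages together, branching enzyme 1 (XM_008466627.1), which branches starch chains, was higher at −24 hr (log2 fold change of 3.65, adjusted p = 3.5e-06 by limma), as were 9 of the 11 starch synthesis genes, with none lower and 10 adjusted over the list alone (camera adjusted p = 1.5e-04, or adjusted p = 0.43 with an estimated correlation). At −15 hr, disproportionating enzyme 1 (XM_008459668.1), which rearranges starch fragments in plastids, averaged 10993 normalized reads, against 5899 at −24 hr (log2 fold change of 1.78 against the other stages, adjusted p = 5.3e-05). Of the starch degradation genes, 12 were higher and 2 lower at −15 hr, also when adjusted over the list alone (camera adjusted p = 0.013, or adjusted p = 0.68 with an estimated correlation). Of the sucrose synthesis genes, 8 were higher and none lower, with 9 adjusted over the list alone (camera adjusted p = 0.0035, or adjusted p = 0.54 with an estimated correlation). These starch and sucrose lists hold genes that the study picked on the same samples. The ribosomal protein L26-1 (XM_008459615.1) was higher by a log2 fold change of 1.17 (adjusted p = 3.2e-04), as were 114 of the ribosomal protein genes at −15 hr, with 3 lower and 124 higher adjusted over the list alone (camera adjusted p = 7.6e-12, or adjusted p = 0.71 with an estimated correlation). Of the photosynthetic genes, 23 were lower and none higher at −15 hr, with 25 adjusted over the list alone (camera adjusted p = 3.1e-14, or adjusted p = 0.31 with an estimated correlation). Of the aquaporins, 10 were lower and 2 higher, also when adjusted over the list alone (camera adjusted p = 5.8e-04, or adjusted p = 0.18 with an estimated correlation). Of the senescence genes, 8 were lower and none higher at −24 hr, also when adjusted over the list alone (camera adjusted p = 0.0025, or adjusted p = 0.26 with an estimated correlation). The paper proposes that the small number of genes higher at these stages in male nectaries could be behind the lack of enriched terms.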

As such, we analyzed genes commonly upregulated at the −24 and −15 hr timepoints over 0 and +9 hr (i.e., the 569 genes represented in the overlapping region of −24 and −15 hr in Figure 2b, Appendix S8). This analysis identified both starch biosynthetic and catabolic processes as being highly enriched in pre‐nectar secretion stages (i.e., −24 and −15 hr timepoints). 

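In male nectaries, *GWD* (XM_008447957.1), which phosphorylates starch so that it can be broken down, averaged 162330 ± 34060 (mean ± SD, n = 3) normalized reads at −24 hr and 242679 ± 31876 at −15 hr, against 40011 ± 21055 at 0 hr and 27846 ± 9949 at +9 hr. The small subunit of ADP-glucose pyrophosphorylase, *ApS1* (AF030382.1), which makes the precursor of starch, averaged 12592 ± 2545, 6447 ± 1114, 1980 ± 427 and 891 ± 413 at the same stages. Both belonged to the genes higher at −24 and −15 hr than at 0 and +9 hr. This set held 7 of the 19 starch degradation genes, where 1.3 would fall by chance (Fisher's exact test, adjusted p = 0.0079). It held 5 of the 11 starch synthesis genes, where 0.8 would (adjusted p = 0.017 by the same test). Of the 12 sucrose synthesis genes, 7 were in the set higher at −24, −15 and 0 hr than at +9 hr, where 0.6 would fall by chance (Fisher's exact test, adjusted p = 3.5e-05). In that set was *SPP* (XM_008444746.1), which removes the phosphate from sucrose-phosphate. The starch and sucrose lists hold genes that the study picked on the same samples.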

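In male nectaries, malate synthase (XM_008441283.1), an enzyme of the glyoxylate cycle, averaged 305 normalized reads at 0 hr and 12543 at +9 hr, where female nectaries had 379 and 16384. A low-temperature-induced cysteine proteinase-like gene (XM_008454367.1), of a family that degrades proteins in senescence, averaged 5598 at 0 hr and 77248 at +9 hr in males. ATG8c (XM_008457664.1), which coats autophagosomes, averaged 209 at 0 hr and 1135 at +9 hr (log2 fold change of 2.50 against the other stages, adjusted p = 6.0e-10 by limma). At 0 hr, the photosystem II assembly gene *PSB27-H2* (XM_008448924.1) averaged 939 in males, against at most 93 at the other stages. Of the 13 senescence genes, 12 were higher and none lower at +9 hr in males, also when adjusted over the list alone (camera adjusted p = 5.7e-05, or adjusted p = 0.16 with an estimated correlation). Of the 18 autophagy genes, 14 were higher and 2 lower, also when adjusted over the list alone (camera adjusted p = 0.0028, or adjusted p = 0.57 with an estimated correlation). Of 11 β-oxidation genes, 8 were higher and 1 lower, with 9 higher adjusted over the list alone (camera adjusted p = 0.0083, or adjusted p = 0.26 with an estimated correlation). Of the ethylene genes, 21 were higher and 5 lower, also when adjusted over the list alone (camera adjusted p = 0.028, or adjusted p = 0.56 with an estimated correlation). The male set of +9 hr alone held 8 senescence genes, where 1.6 would fall by chance, and 15 amino acid catabolism genes, where 6.2 would (Fisher's exact test, adjusted p of 0.0022 and 0.023). It also held 6 β-oxidation genes, where 1.4 would fall by chance (adjusted p = 0.027). The 7 autophagy, 10 ethylene and 8 photosynthetic genes of this set, where 2.2, 4.5 and 3.2 would fall by chance, did not pass (adjusted p of 0.086, 0.17 and 0.18). Of the photosynthetic genes, 18 were higher and 4 lower at 0 hr, also when adjusted over the list alone (camera adjusted p = 2.1e-04, or adjusted p = 0.59 with an estimated correlation). The male set of 0 hr alone held 3 of them, where 1.8 would fall by chance, which did not pass by Fisher's exact test. At +9 hr, 20 of them were higher and 1 lower, also when adjusted over the list alone (camera adjusted p = 6.3e-05, or adjusted p = 0.57 with an estimated correlation). The ribosomal protein genes were lower at 0 hr in 130 cases and higher in 1, with 134 lower adjusted over the list alone (camera adjusted p = 3.6e-07, or adjusted p = 0.76 with an estimated correlation). The aminoacyl-tRNA ligases were lower at 0 hr in 22 cases and higher in 3, also when adjusted over the list alone (camera adjusted p = 0.0078, or adjusted p = 0.69 with an estimated correlation). Of the proteasome genes, 33 were lower and 1 higher at +9 hr, with 34 lower adjusted over the list alone (camera adjusted p = 8.7e-06, or adjusted p = 0.67 with an estimated correlation). TMM scaling moved the median of all genes by 0.25 in the male comparison at 0 hr.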

Enriched GO terms at the secretory (0 hr) and post‐secretory (+9 hr) timepoints of male flowers were similar to those identified in female nectaries. The GO analysis of combined reads for both male and female nectaries (from Figure 2d) closely mirrored such analyses of the male nectaries (Appendix S9).

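With the sexes grouped, UGPase (DQ445483.1), which makes UDP-glucose, was among the genes higher at −15 hr alone, with male means of 50619 ± 3653 (mean ± SD, n = 3), 61754 ± 6736, 27214 ± 15357 and 3063 ± 450 normalized reads at −24, −15, 0 and +9 hr, and female means of 13424 ± 3724, 79865 ± 20513 (n = 2), 17505 ± 6301 and 2738 ± 1123. Its rise from −24 to −15 hr passed in females (log2 fold change of 2.59, adjusted p = 1.4e-04 by limma) and not in males (0.28, adjusted p = 0.78), and differed between the sexes (2.30, adjusted p = 0.0077). The autophagy gene ATG5 (XM_008457971.1), which helps to build autophagosomes, was among those higher at +9 hr, with 2883 in female and 3311 in male nectaries against 1150 and 1097 at 0 hr. *GWD* (XM_008447957.1), which phosphorylates starch, was among those higher at −24, −15 and 0 hr. The grouped set of −24 and −15 hr held 59 of the ribosomal protein genes, where 13.2 would fall by chance, and 6 of the 11 starch synthesis genes, where 0.9 would (Fisher's exact test, adjusted p of 6.4e-22 and 0.0048). The set of −24, −15 and 0 hr held 8 of the 12 sucrose synthesis genes and 5 of the starch degradation genes, where 0.4 and 0.7 would fall by chance (adjusted p of 1.8e-07 and 0.014 by the same test). The starch and sucrose lists hold genes that the study picked on the same samples. The set of +9 hr alone held 8 of the 18 autophagy genes, where 1.9 would, and 12 of the ethylene genes, where 3.9 would (adjusted p of 0.010 and 0.0094). The set of 0 and +9 hr held 8 of the photosynthetic genes, where 1.1 would (adjusted p = 5.8e-04). None of the calls of gene lists by camera held with an estimated correlation. Of 100 groupings of the libraries, the real one included, 14 in females, over −24, 0 and +9 hr, called at least as many lists as the real stages. In males, over all stages, 38 of 100 did.

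**Figure D2:**
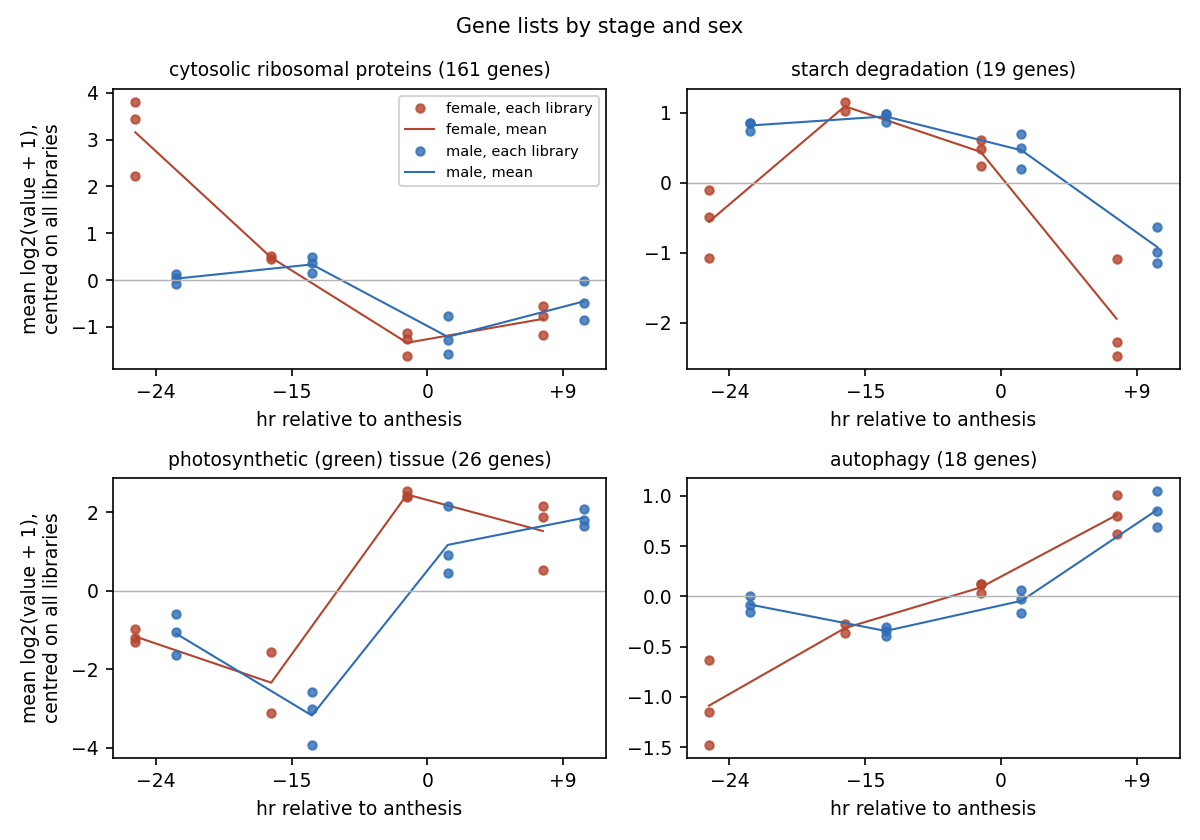
Mean log2 of normalized reads plus 1 over the genes of 4 lists (161 ribosomal protein, 19 starch degradation, 26 photosynthetic and 18 autophagy genes) by hours relative to anthesis, each centred on its mean over all libraries. Points are libraries of female and male nectaries and lines join the means. The ribosomal protein genes stand highest in the female −24 hr libraries.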

### 3.5 Carbohydrate and nectar secretion‐related processes

The role of starch and sugar metabolism is well characterized in nectar production (Nepi et al., 1996, 2001; Ren, Healy, Horner, et al., 2007; Ren, Healy, Klyne, et al., 2007), and this is clearly reflected in the GO analyses of the nectary transcriptomics data. The RNAseq data were characterized to identify regulation of carbohydrate interconversions as indicated by stage‐specific expression of candidate genes involved in canonical biosynthetic or catabolic processes (Figure 4, Appendix S10). We grouped genes based on their involvement in starch synthesis starting from ADP‐glucose and ending in starch (Figure 4a), starch degradation ending in glucose (Figure 4b, genes were chosen based on those outlined in Streb & Zeeman, 2012), and sucrose synthesis starting from glucose and including all genes required to convert glucose into sucrose (Figure 4c). The expression of genes involved in starch synthesis primarily peaked at the −24 hr timepoint (e.g. *CpSBE2* in Figures 3 and 4). 

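In female nectaries, *SBE2* (XM_008444588.1) averaged 15463 ± 3610 (mean ± SD, n = 3) normalized reads at −24 hr, 10615 ± 1512 (n = 2) at −15 hr, 920 ± 325 at 0 hr and 532 ± 84.1 at +9 hr. Its fall from −24 to 0 hr was a log2 fold change of −4.12 (standard error 0.33, adjusted p = 1.9e-09 by limma), and the change of −0.52 from −24 to −15 hr did not pass (adjusted p = 0.25). The branching enzyme gene that the *SBE2* primers match (XM_008466627.1) averaged 16708 ± 9770, 28780 ± 4051, 5742 ± 2087 and 378 ± 297 in females, with its highest mean at −15 hr (log2 fold change of 0.95 from −24 hr, adjusted p = 0.19). *ApL2* (XM_008468318.1), the large subunit of ADP-glucose pyrophosphorylase, averaged 4644 ± 206 at −24 hr and 3696 ± 1652 at −15 hr in females and 3507 ± 714 and 3758 ± 1324 in males. *SSIII* (XM_008442822.1), a starch synthase that elongates chains, averaged 2432 ± 382 and 1802 ± 639 in females and 1480 ± 387 and 1256 ± 248 in males at these stages. *SSIV* (XM_008441438.1), which initiates starch granules, averaged 315 ± 62.6 and 286 ± 84.9 in females and 220 ± 36.5 and 273 ± 29.4 in males. Isoamylase 1 (*ISA1*, XM_008455308.1) averaged 4108 ± 616 and 4930 ± 171 in females and 5240 ± 989 and 5593 ± 2307 in males. Of the 6 genes in Figure 4a, 4 in females and 3 in males had their highest mean at −24 hr, and the others at −15 hr. Between −24 and −15 hr, no change of these genes passed in either sex, and all 6 were lower at 0 than at −24 hr in both. These genes were chosen by the study on the same samples, and their values in the supplement had been seen.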

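In female nectaries, *GWD* (XM_008447957.1), which phosphorylates starch, averaged 39237 ± 22304 (mean ± SD, n = 3) normalized reads at −24 hr, 230056 ± 7551 (n = 2) at −15 hr, 22163 ± 6812 at 0 hr and 3530 ± 3202 at +9 hr. It rose to −15 hr by a log2 fold change of 2.76 (standard error 0.63, adjusted p = 0.0015 by limma) and fell by 3.42 to 0 hr (adjusted p = 1.3e-04). *PWD* (XM_008455784.1), which phosphorylates the same chains further, averaged 17045 ± 5223, 37788 ± 10885, 4499 ± 1530 and 1327 ± 239. *PHS2* (XM_008465841.1), a cytosolic phosphorylase that acts on products of maltose, averaged 104894 ± 45182, 305390 ± 15046, 91012 ± 23157 and 8448 ± 12117, and its rise of 1.64 to −15 hr did not pass (adjusted p = 0.11). Female *BAM1* (XM_008440214.1) averaged 932 ± 406 at −24 hr, 87674 ± 30206 at −15 hr, 357730 ± 40157 at 0 hr and 19928 ± 26602 at +9 hr. Its rise from −15 to 0 hr, a log2 fold change of 2.07 (adjusted p = 0.021), did not pass with the female libraries fitted alone (adjusted p = 0.065) or without the second −15 hr replicate (log2 fold change of 1.71, adjusted p = 0.14). In males, *DPE2* (XM_008457528.1), which processes maltose, averaged 187520 ± 27183 at −24 hr, 158441 ± 15966 at −15 hr, 32703 ± 14508 at 0 hr and 6438 ± 2236 at +9 hr. *MEX1* (XM_008464630.1), the maltose exporter, averaged 35189 ± 7648, 41366 ± 11912, 10707 ± 4240 and 1305 ± 595 in males. Of the genes in Figure 4b, *GWD*, *PWD*, *LSF2*, *PHS2* and *MEX1* had their highest male mean at −15 hr. *AMY3*, *LDA*, *DPE2* and *HGL1* had theirs at −24 hr. In females, all of these had their highest mean at −15 hr. From −15 to 0 hr in males, *GWD* fell by 2.74 (adjusted p = 3.7e-04), *DPE2* by 2.37 (adjusted p = 7.5e-05) and *PHS2* by 2.21 (adjusted p = 0.015). The sexes differed in the change of *AMY3* (XM_008448092.1), an α-amylase, from −24 to −15 hr, where it rose 4.48 log2 units in females and changed by −0.17 in males (interaction of 4.65, adjusted p = 5.9e-05).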

There was a stark transition toward starch degradation between the −15 and 0 hr timepoints, with most degradative genes having highest expression at −15 hr, the notable exception being *CpBAM1*, which was strongly induced at the 0 hr timepoint (Figures 3 and 4b).

**Figure 4:**
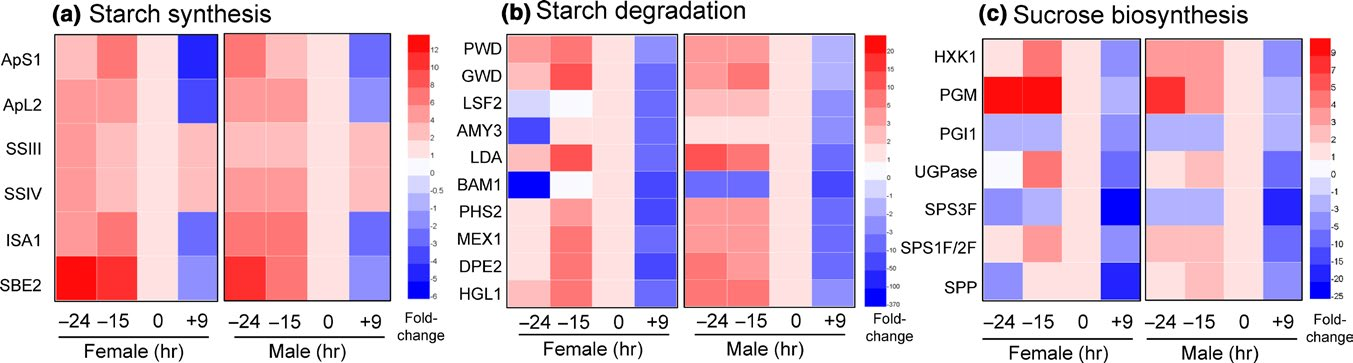
Expression analysis of genes involved in starch and sugar metabolism. Normalized RNA‐seq data was used to generate heat maps for nectary‐expressed genes involved in starch synthesis (a), starch degradation (b), and sucrose biosynthesis (c). The fold‐change in each stage was determined relative to 0 hr (the secretory stage [anthesis] was set as 1). In general, starch biosynthesis genes peak at −24 hr, starch degradation genes peak at −15 hr (with the exception of BAM1), and sucrose biosynthesis genes are highest at −15 and 0 hr. This analysis supports a progression of starch synthesis, starch degradation, and sucrose biosynthesis as being essential for nectary function. Full names for the abbreviations of individual genes are provided in Appendix S10

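The 3 groups of genes in Figure 4 included *SBE2* (XM_008444588.1) of starch synthesis, *BAM1* (XM_008440214.1) of starch degradation and *SPS2* (XM_008458932.1) of sucrose synthesis. Relative to 0 hr, female *SBE2* was 16.8 at −24 hr and 11.5 at −15 hr, and female *BAM1* was 0.0026 at −24 hr and 0.245 at −15 hr. Of the 11 starch synthesis genes, 10 were higher at −24 hr than at the other stages together in females and none was lower, also when adjusted over the list alone (camera adjusted p = 0.011, or adjusted p = 0.56 with an estimated correlation). None was in the female set of −24 hr alone. The female set of −24 and −15 hr held 6 of them, where 0.6 would fall by chance (Fisher's exact test, adjusted p = 8.1e-04). At +9 hr in females, 11 of the 12 sucrose synthesis genes were lower and 1 was higher, also when adjusted over the list alone (camera adjusted p = 1.6e-05, or adjusted p = 0.36 with an estimated correlation). Of the starch degradation genes, 14 were lower and 3 higher at +9 hr in each sex, also when adjusted over the list alone. Their camera adjusted p was 1.7e-04 in females and 8.5e-04 in males, or adjusted p = 0.54 and 0.56 with an estimated correlation. These lists hold genes that the study picked on the same samples. From the order in which these 3 groups peak, the paper reasons that starch synthesis is followed by starch degradation and then by sucrose synthesis, and it reads its analysis as support for this progression being essential for nectary function. The paper also draws on staining and on assays of starch, amylase activity and soluble sugars, which were not analysed here.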

Sucrose synthesis coincides with starch degradation in the current model of nectar secretion (Lin et al., 2014; Roy et al., 2017). Indeed, transcript for the sucrose biosynthetic gene *Sucrose‐phosphate synthase 2* (*CpSPS2*) in female nectaries was relatively low at −24 hr, with high levels being observed at both −15 and 0 hr; however, in male nectaries *CpSPS2* expression was relatively constant at the −24, −15 and 0 hr timepoints in male nectaries, with a sharp drop‐off post‐secretion (+9 hr) (Figure 4c). 

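In female nectaries, *SPS2* (XM_008458932.1), which makes sucrose-phosphate, averaged 42127 ± 13728 (mean ± SD, n = 3) normalized reads at −24 hr, 176534 ± 45271 (n = 2) at −15 hr, 183974 ± 60754 at 0 hr and 6600 ± 9857 at +9 hr. In male nectaries (n = 3 each), it averaged 197940 ± 8394, 199924 ± 29077, 236611 ± 47288 and 13049 ± 8021. The female rise from −24 to 0 hr was a log2 fold change of 2.13 (adjusted p = 0.023 by limma), while that of 2.10 from −24 to −15 hr did not pass (standard error 0.91, adjusted p = 0.064). The male changes of 0.01 from −24 to −15 hr and 0.24 from −24 to 0 hr did not pass (adjusted p of 1 and 0.81). At −24 hr, the log2 fold change of female over male was −2.29 (adjusted p = 0.023), and the difference between the sexes in the change from −24 to −15 hr did not pass (interaction of 2.09, adjusted p = 0.21). From 0 to +9 hr, *SPS2* fell by 6.19 in females (adjusted p = 3.6e-06) and by 4.46 in males (adjusted p = 9.8e-05).

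**Figure D3:**
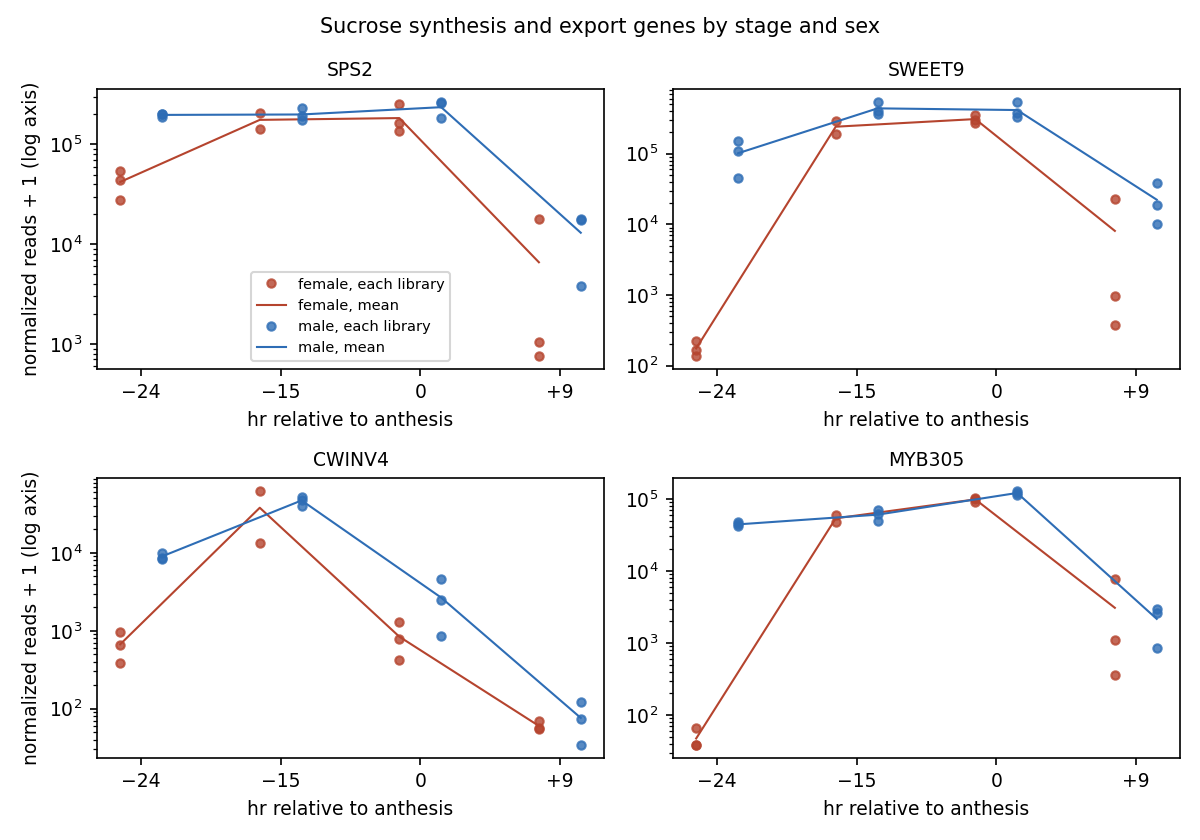
Normalized reads plus 1, on a log axis, of *SPS2*, *SWEET9*, *CWINV4* and *MYB305* by hours relative to anthesis in female and male nectaries. Points are libraries and lines join the means. At −24 hr, *SWEET9* lies between 136 and 220 in the female libraries and between 44688 and 151449 in the male libraries.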

Expression of other sucrose biosynthetic genes generally peaked at the −15 and 0 hr timepoints (Figure 4c), with one notable exception being *Phosphoglucomutase* (*CpPGM*), which was high at −24 hr, similar to other starch synthesis genes. 

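Hexokinase 1 (*HXK1*, XM_008460627.1), which phosphorylates glucose, averaged 19241 ± 6676 (mean ± SD, n = 3) normalized reads at −24 hr and 55718 ± 12915 (n = 2) at −15 hr in female nectaries, and 13081 ± 2976 at 0 hr. UGPase (DQ445483.1), which makes UDP-glucose, averaged 13424 ± 3724, 79865 ± 20513 and 17505 ± 6301 at these stages in females, with a rise to −15 hr of 2.59 log2 units (standard error 0.45, adjusted p = 1.4e-04 by limma). *SPP* (XM_008444746.1), which removes the phosphate from sucrose-phosphate, averaged 16759 ± 5943, 90422 ± 6640 and 67522 ± 15254 in females, and rose to −15 hr by 2.50 (adjusted p = 0.0034). In males, *SPP* averaged 94616 ± 16710 at −24 hr, 133250 ± 16704 at −15 hr and 59433 ± 8135 at 0 hr. Phosphoglucose isomerase (*PGI1*, XM_008446725.1), which interconverts hexose phosphates, had its highest mean at 0 hr, with 5159 ± 493 in females and 5102 ± 251 in males. *PGM* (XM_008469031.1), the phosphoglucomutase, averaged 1984 ± 355 at −24 hr, 2471 ± 938 at −15 hr and 154 ± 28.1 at 0 hr in females. In males, *PGM* averaged 2395 ± 269, 822 ± 563 and 274 ± 89.7. It fell from −24 to −15 hr in males (log2 fold change of −1.81, adjusted p = 0.024), and its change of 0.28 in females did not pass (adjusted p = 0.69, interaction of 2.09 with adjusted p = 0.030). A second, cytosolic phosphoglucomutase (XM_008468896.1) was highest at −15 hr in both sexes, with 17295 in females and 15833 in males. In males, the change from −24 to −15 hr passed for none of *HXK1*, UGPase, *SPP*, *PGI1* and the sucrose-phosphate synthase *SPS1F/2F* (XM_008445712.1), with adjusted p by limma between 0.71 and 0.95.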

PGM is involved in producing glucose‐1P for both starch (via ADP‐glucose) and sucrose synthesis (via UDP‐glucose), and is likely important for both of these processes in *C. pepo* nectaries (Streb & Zeeman, 2012).

Not represented in the carbohydrate metabolic pathways presented in Figure 4 are genes involved in establishing and maintaining sink status. Raffinose‐family oligosaccharides (RFOs) are the primary transport sugars in cucurbits (Zhang, Tolstikov, Turnbull, Hicks, & Fiehn, 2010), which are hydrolyzed in sink tissues by α‐galactosidases, releasing galactose and sucrose for further metabolism (Carmi et al., 2003). Indeed, two genes encoding putative α‐galactosidases, *Raffinose Synthase 6* (*CpRAFS6*), and *Seed Imbibition 2* (*CpSIP2*) are highly expressed in nectaries at −24 and −15 hr (Appendix [Link], [Link]), suggesting they are important for maintaining sink status during the starch filling stages.

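*RAFS6* (XM_008445736.1), annotated as a raffinose synthase, averaged 71570 ± 8111 (mean ± SD, n = 3) normalized reads at −24 hr, 195560 ± 21734 (n = 2) at −15 hr, 119005 ± 42712 at 0 hr and 5979 ± 5017 at +9 hr in female nectaries. In males, it averaged 137739 ± 19422, 192788 ± 45721, 200038 ± 92278 and 18308 ± 9466. *SIP2* (XM_008462536.1), which splits galactose from raffinose sugars, averaged 24747 ± 29226 at −24 hr, 119646 ± 4805 at −15 hr, 169802 ± 10571 at 0 hr and 14707 ± 8939 at +9 hr in females. In males, it averaged 177580 ± 12931, 96970 ± 12909, 181670 ± 14503 and 29821 ± 4392. *SIP2* rose in females from −24 to −15 hr by 3.13 log2 units (adjusted p = 0.0016 by limma), and *RAFS6* by 1.45, which did not pass (adjusted p = 0.055). With TMM scaling, this last change was 1.59 and passed (adjusted p = 0.042). From 0 to +9 hr, *RAFS6* fell by 4.59 in females and 3.47 in males (adjusted p of 1.3e-06 and 1.9e-05), and *SIP2* fell by 2.61 in males (adjusted p = 0.0016). From the high expression of these genes, the paper proposes that they maintain sink status while starch accumulates.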

The last two steps of nectar secretion in the current model are sucrose export via SWEET9 and extracellular hydrolysis by cell wall invertases. 

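In female nectaries, *SWEET9* (XM_008443590.1), the carrier that moves sucrose out of nectary cells, averaged 174 ± 42.7 (mean ± SD, n = 3) normalized reads at −24 hr, 240771 ± 73218 (n = 2) at −15 hr, 308813 ± 44496 at 0 hr and 8061 ± 12823 at +9 hr. It rose from −24 to −15 hr by a log2 fold change of 10.42 (standard error 1.04, adjusted p = 4.3e-07 by limma). The change of 0.38 from −15 to 0 hr did not pass (adjusted p = 0.76), and the gene fell by 7.26 to +9 hr (adjusted p = 2.9e-06). In males, the rise of 2.26 from −24 to −15 hr did not pass (adjusted p = 0.18), or passed with the male libraries fitted alone (adjusted p = 0.032). This rise differed between the sexes by 8.16 log2 units (interaction, adjusted p = 2.8e-04).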

For the sucrose export step, *CpSWEET9* transcript began low at −24 hr and peaked at the 0 hr timepoint in both male and female nectaries (Figure 3). However, the most highly expressed cell wall invertase in squash nectaries, *CpCWINV4* (*Cell Wall Invertase 4*), the apparent ortholog to Arabidopsis *AtCWINV4* required for nectar secretion (Ruhlmann et al., 2010), displayed a unique timing of expression relative to other species. Specifically, its expression peaked at −15 hr (instead of at anthesis like other species), with almost no detectable transcript at either the −24 or 0 hr timepoints. 

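In female nectaries, *CWINV4* (XM_008446238.1) averaged 669 ± 292 (mean ± SD, n = 3) normalized reads at −24 hr, 37978 ± 34508 (n = 2) at −15 hr, 838 ± 441 at 0 hr and 59 ± 7.94 at +9 hr. The pair of −15 hr libraries had 13577 and 62378. It rose to −15 hr by a log2 fold change of 5.54 (standard error 0.65, adjusted p = 2.5e-06 by limma) and fell by 5.26 to 0 hr (adjusted p = 1.8e-06). The −24 and 0 hr stages did not differ in females (log2 fold change of 0.28, adjusted p = 0.67). At −24 hr, the log2 fold change of female over male was −3.84 (adjusted p = 2.1e-05). In males, the log2 fold change from −24 to 0 hr was −2.06 (adjusted p = 0.0047). From 0 to +9 hr, *CWINV4* fell by 3.67 in females and by 5.01 in males (adjusted p of 2.6e-05 and 6.0e-07).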

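In female nectaries, *MYB305* (XM_008445303.1), a regulator of starch and sugar genes in nectaries, averaged 46 ± 15.6 (mean ± SD, n = 3) normalized reads at −24 hr, 53598 ± 7406 (n = 2) at −15 hr, 98288 ± 6945 at 0 hr and 3067 ± 4071 at +9 hr. From −24 to −15 hr, it rose by a log2 fold change of 10.20 (standard error 0.76, adjusted p = 8.9e-09 by limma), and the change of 0.88 from −15 to 0 hr did not pass (adjusted p = 0.32). It fell by 6.09 to +9 hr (adjusted p = 6.9e-07), where 1 library of 3 had 7748. At −24 hr, the log2 fold change of female over male was −9.92, and the change to −15 hr differed between the sexes by 9.76 (interaction, adjusted p = 2.4e-06).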

Lastly, with regard to regulation of nectar secretion, *CpMYB305* is the ortholog of a transcription factor intimately tied to regulating carbohydrate metabolism in *Nicotiana* and Arabidopsis nectaries (Liu & Thornburg, 2012; Liu et al., 2009; Schmitt et al., 2018; Wang et al., 2014); it displayed highest expression at the 0 hr timepoint in both female and male nectaries (Figure 3).

The biological relevance of carbohydrate metabolism‐related gene expression patterns was partially validated by examining starch and soluble sugar accumulation patterns and conducting enzymatic assays (Figure 5). The −24 hr and −15 hr nectary stages displayed intense iodine staining (indicative of starch) and averaged ~10%–15% wt/wt starch on a fresh weight basis (Figure 5a,b). This starch was largely absent in secretory nectaries (0 hr) and remained low at +9 hr (Figure 5a,b). Consistent with a degradative mechanism, the observed decrease in starch content coincided both with an induction of total amylase activity (Figure 5c) and the higher accumulation of soluble sugars (sucrose and glucose) in the nectaries at the 0 hr timepoint (Figure 5d).

**Figure 5:**
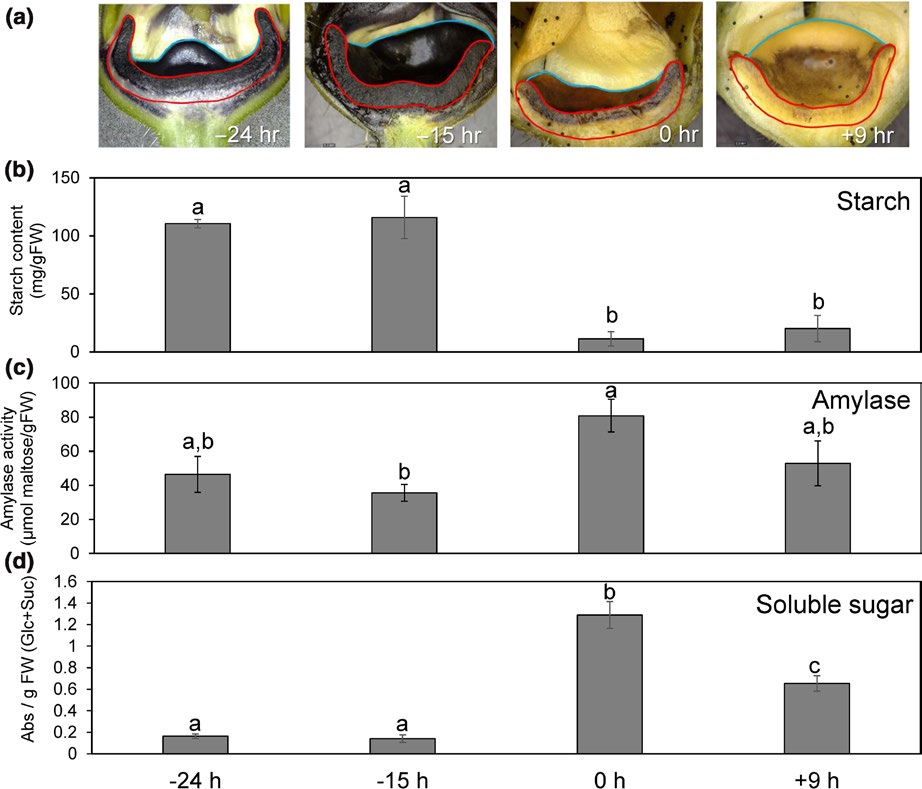
Starch and sugar metabolism in male squash nectaries at different developmental stages. (a) Longitudinally sectioned male squash flowers stained for starch accumulation with Lugol's iodine solution at different developmental stages. The face of the cut nectary surface is outlined in red, whereas the remaining intact bowl‐shaped nectary is outlined in blue. Scale bar equals 5 mm. (b) Quantitative determination of starch in squash nectaries. (c) Amylase activity present in squash nectaries at each stage. (d) Total soluble sucrose and glucose present in nectary tissues at each stage. Statistically significant differences between the stages are noted by different letters (pairwise, two‐tailed *t* test, *p* < 0.05)

### 3.6 Transcriptional differences between female and male nectaries

Male and female flowers display a slightly different timing of nectar secretion and amount of nectar made (female flowers generally open a little later than male flowers and also produce more nectar (Nepi et al., 2001). As such, DESeq analysis was used to identify differentially expressed genes between female and male flowers specifically at the 0 hr (secretory) timepoint (Appendix S11). This analysis identified 134 genes more highly expressed in female over male nectaries at the 0 hr timepoint. In particular, the top three genes more highly expressed in female nectaries were all transcription factors, including *SHI‐related sequence 1*,* heat stress transcription factor A‐6b,* and *UNUSUAL FLORAL ORGANS‐like*. Conversely, male nectaries at the 0 hr timepoint expressed 43 genes more highly than their female counterpart.

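At 0 hr, the gene with the smallest adjusted p between female and male nectaries was a nogo-B receptor gene (XM_008460972.1), for a subunit of an enzyme of dolichol synthesis, with 693 ± 148 against 143 ± 33.1 normalized reads (mean ± SD, n = 3 each). This is a log2 fold change of 2.28 (standard error 0.25, adjusted p = 1.6e-04 by limma). IQ-DOMAIN 1 (XM_008445407.1), a calmodulin-binding protein, averaged 390 ± 270 in females and 42.3 ± 8.02 in males (log2 fold change of 2.84, standard error 0.50, adjusted p = 0.019). PALE CRESS (XM_008451162.1), which acts in chloroplast development, averaged 184 ± 62.3 and 48 ± 16.5 (log2 fold change of 1.92, adjusted p = 0.023). In all, 16 genes were higher in females at an adjusted p under 0.05 and at least 2-fold. Without the first female replicate at 0 hr, 207 genes were higher, and without the second or the third, 1 was. Without the first, the second or the third male replicate, 86, 6 and 1 were. In root mean square log2 distance between single libraries, that first replicate lay on average 0.72 from the male libraries (0.55 to 0.91) and 0.79 from the other female ones (0.74 and 0.84), ranges that overlap. With TMM scaling, 37 genes were higher, with a pseudocount of 10, 33, and with the 0 hr libraries fitted alone, none, where limma gave 1631 genes with an unadjusted p under 0.05, against 1308 in the fit of all libraries. Of the 134 genes that the paper lists, all were higher in females here, 103 of them at an unadjusted p under 0.05, and 11 were among the 16. The paper chose these genes on the same samples, so their direction and p-values here are not independent evidence. Of the gene lists, 7 were called, and another split of the same 6 libraries also called 7. The photosynthetic genes had a median log2 fold change of 1.26, with none passing over all genes and 3 higher adjusted over the list alone (camera adjusted p = 1.8e-06, or adjusted p = 0.54 with an estimated correlation). The senescence genes had a median of 0.67, with 2 higher adjusted over the list alone (camera adjusted p = 0.011, or adjusted p = 0.43 with an estimated correlation). The amino acid catabolism genes had a median of 0.44, with none adjusted over the list alone (camera adjusted p = 0.010, or adjusted p = 0.52 with an estimated correlation). None of the genes of the other 4 lists passed, also when adjusted over the list alone: cell cycle and histone genes (0.66, adjusted p = 0.010), translation factors (−0.25, adjusted p = 4.6e-04), vesicle trafficking (−0.19, adjusted p = 0.0029) and ribosomal proteins (−0.16, adjusted p = 0.0087), with adjusted p of 0.70, 0.68, 0.54 and 0.80 with an estimated correlation. Libraries of the sexes did not overlap in 22.9% of all genes, against 10% by chance.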

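*SHI-related sequence 1* (XM_008457037.1), a factor of style and stigma development, averaged 422 ± 35.2 (mean ± SD, n = 3) normalized reads in female and 16.3 ± 13.3 in male nectaries at 0 hr. This is a log2 fold change of 5.29 (standard error 0.92, adjusted p = 0.019 by limma). *UNUSUAL FLORAL ORGANS-like* (XM_008456037.1), an F-box cofactor in floral patterning, averaged 145 ± 79.2 in females and 13 ± 4 in males (log2 fold change of 3.22, standard error 0.47, adjusted p = 0.0068). *Heat stress transcription factor A-6b* (XM_008440394.1), an activator of stress genes, averaged 299 ± 154 and 25.3 ± 13.7, a log2 fold change of 3.47 that did not pass (standard error 0.83, adjusted p = 0.064). With a pseudocount of 10, or without the first female replicate, the last gene passed (adjusted p of 0.034 and 0.024). The first 2 genes did not pass without the second or the third female replicate, without the third male replicate, or with the 0 hr libraries fitted alone (adjusted p between 0.066 and 0.11). *SHI-related sequence 1* was higher in females at the other stages too, by 6.90 log2 units at −24 hr, 8.36 at −15 hr and 6.12 at +9 hr (adjusted p of 5.4e-06, 4.6e-04 and 3.5e-04). It belongs to a list of 4 carpel genes, of which it alone passed at 0 hr (camera adjusted p = 0.057, or adjusted p = 0.52 with an estimated correlation). At +9 hr, the male means of HSFA-6b (1243 ± 370) and UFO-like (4445 ± 2476) were above the female means of 446 ± 293 and 2738 ± 638.

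**Figure D4:**
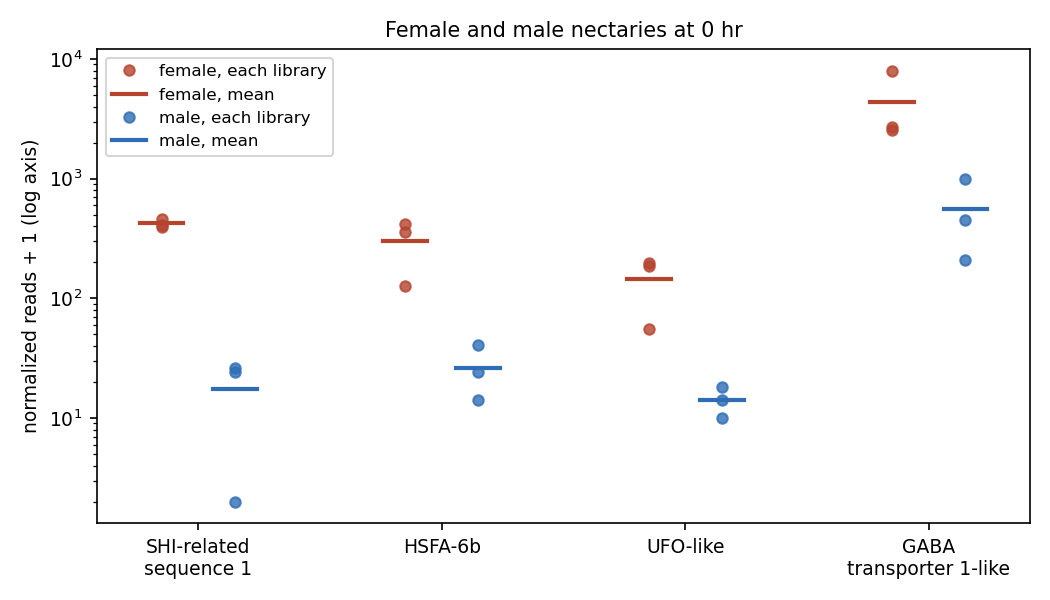
Normalized reads plus 1, on a log axis, of *SHI-related sequence 1*, HSFA-6b, UFO-like and the GABA transporter 1-like gene in female and male nectaries at 0 hr. Points are libraries (n = 3 per sex) and bars mark the means. The female mean of *SHI-related sequence 1* is 422 and the male mean 16.3.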

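Among the genes higher in male nectaries at 0 hr, MAPK7 (XM_008453882.1), a mitogen-activated protein kinase, averaged 5509 ± 2030 (mean ± SD, n = 3) normalized reads in males and 1821 ± 426 in females. Its log2 fold change of female over male was −1.56 (standard error 0.30, adjusted p = 0.034 by limma). KAN1-like (XM_008457977.1), a regulator of organ polarity, averaged 430 ± 109 in males and 148 ± 33.2 in females (log2 fold change of −1.52, adjusted p = 0.035). A pno1-like gene (XM_008439325.1), of ribosome assembly, averaged 404 ± 155 and 118 ± 27.2 (log2 fold change of −1.70, standard error 0.31, adjusted p = 0.024). In all, 6 genes were higher in males. Without the first female or the first male replicate, 34 and 26 were, and without any 1 of the others, none was. With TMM scaling, 11 were higher in males, and with the 0 hr libraries fitted alone, none was, where limma gave 1631 genes with an unadjusted p under 0.05, against 1308 in the fit of all libraries. Of the 43 genes that the paper lists, all were higher in males here, 38 of them at an unadjusted p under 0.05, and all 6 genes were among them. The paper chose these genes on the same samples, so this is not independent evidence.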

### 3.7 Nectar metabolite analyses

Nectars not only contains sugars, but also have many solutes with biologically important roles (Adler & Irwin, 2012; Elliott, Irwin, Adler, & Williams, 2008; Irwin & Adler, 2008; Irwin, Adler, & Agrawal, 2004; Nicolson & Thornburg, 2007; Richardson et al., 2015). Nectar from both female and male flowers were characterized via a nontargeted metabolomic strategy (results shown in Table S2). Not surprisingly, sucrose (~2.1M), glucose (~0.3M), and fructose (~0.3M) were the primary metabolites observed in both male and female nectars, with a sucrose‐to‐hexose ratio of ~4:1 in female nectar and ~3.4:1 in male nectar. Lesser levels of other sugars and sugar alcohols were also observable, including inositol, maltose, galactose, arabinose, erythritol, erythrofuranose, ribose, xylose, xylitol, seduheptalose, and mannose (Table S2). Additional metabolites identified in both male and female nectars included amino acids and other polar compounds, such as 2,3‐butanediol, ethylene glycol, and the neurotransmitters gamma‐hydroxybutyric acid (GHB) and gamma‐amino butyric acid. Not surprising for an aqueous biological medium, nonpolar metabolites were fewer and of lower concentrations, these included 4‐coumaryl alcohol; 4‐hydroxybenzyl alcohol (gastrodigenin); 2‐thiophenecarboxylic acid, 4‐methoxyphenyl ester; and 4‐(hydroxymethyl)‐2‐methoxyphenol.

A handful of these metabolites differentially accumulate between male and female nectars (Figure 6, Table S2), with most preferentially accumulating in the male nectar (~2–4‐fold higher levels), including: galactose, ethylene glycol, glyceraldehyde, erythrofuranose, maltose, erythritol, and tyrosol. While not statistically significant, one non‐proteinaceous amino acid, gamma‐amino butyric acid (GABA), occurs at fivefold higher level in female nectar over male nectar (Figure S1). 

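A GABA transporter 1-like gene (XM_008448565.1), of a family that moves GABA across membranes, averaged 4410 ± 3083 (mean ± SD, n = 3) normalized reads in female and 554 ± 404 in male nectaries at 0 hr. This is a log2 fold change of 3.06 that did not pass (standard error 0.74, adjusted p = 0.065 by limma). It passed with a pseudocount of 10 (adjusted p = 0.049) and without the first male replicate (adjusted p = 0.036). At −15 hr, females averaged 708 ± 619 (n = 2) and males 22.3 ± 10.1 (n = 3), a log2 fold change of 4.66 (adjusted p = 0.015). At −24 hr, females had 0.667 ± 1.15, near the floor, and males 73.7 ± 22.9 (log2 fold change of −5.64, adjusted p = 4.7e-06). At +9 hr, females had 768 ± 555 and males 125 ± 51.5 (log2 fold change of 2.27, adjusted p = 0.036). From −15 to 0 hr, the transcript rose by 2.77 in females and by 4.38 in males (adjusted p of 0.0070 and 5.7e-05). Beside the GABA content of the nectars, which was not analysed here, the paper proposes that this transcript could account for the difference between the sexes.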

The transcript of a putative GABA exporter (ortholog of *C. melo* XM_008448565.1) displayed a parallel increased level of accumulation in female nectaries at the secretory stage (0 hr timepoint) (Figure S1), which could account for the observed differences in GABA levels between male and female nectar.

**Figure 6:**
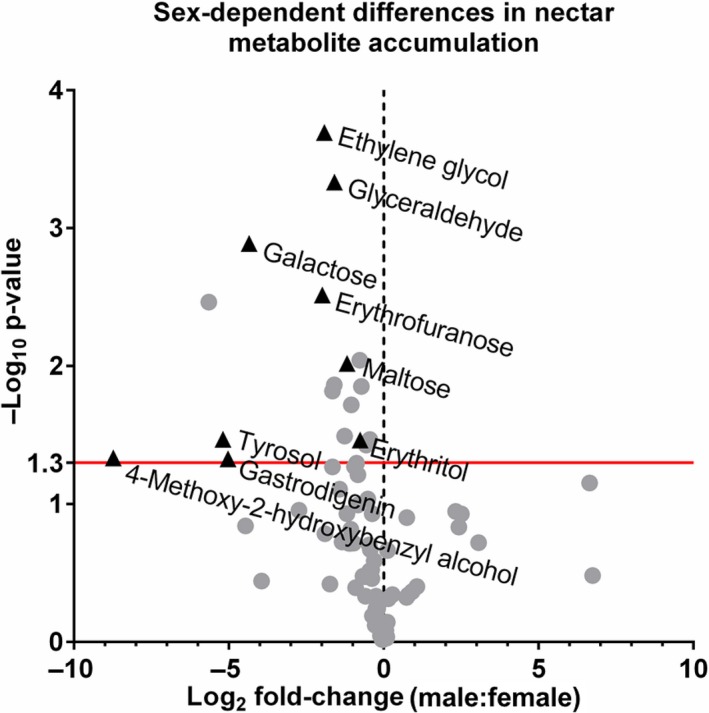
Volcano plot of the *Cucurbita pepo* nectar metabolome with the x axis representing the log_2_ fold‐change of male‐to‐female metabolite concentration and the *y*‐axis representing the negative log_10_ of the adjusted *p*‐value. Points above the red line represent metabolites with *p*‐values < 0.05 between male and female metabolite

## 4 DISCUSSION

This study represents the first report of global gene expression profile of cucurbit nectaries. While Arabidopsis and *Nicotiana* spp. have been extensively studied as genetic models for nectar production (Bender et al., 2012, 2013; Carter, Graham, & Thornburg, 1999; Carter, Shafir, Yehonatan, Palmer, & Thornburg, 2006; Carter & Thornburg, 2000, 2003, 2004a,2004b,2004c; Carter et al., 2007; Hampton et al., 2010; Horner et al., 2007; Kram & Carter, 2009; Kram et al., 2009; Lin et al., 2014; Liu & Thornburg, 2012; Liu et al., 2009; Naqvi et al., 2005; Ren, Healy, Horner, et al., 2007; Ren, Healy, Klyne, et al., 2007; Roy et al., 2017; Ruhlmann et al., 2010; Stitz, Hartl, Baldwin, & Gaquerel, 2014; Thomas, Hampton, Dorn, Marks, & Carter, 2017; Thornburg et al., 2003; Wiesen et al., 2016), an expansion of molecular biology approaches into other systems with larger nectaries (Figure 1) that produce copious amounts of nectar will aid our understanding of nectary biology, particularly with regard to quantitative biochemical, physiological, and comparative studies. Our study has revealed a plethora of squash genes and metabolic processes that are temporally regulated as the nectary progresses from pre‐secretion to secretion to post‐secretion stages of development.

Squash nectary RNAseq reads mapped to 8,863 unique *C. pepo* and *C. melo* genes, which is consistent with the number of genes identified as being expressed in Arabidopsis nectaries (9,066) and pennycress (12,335) nectaries (Kram et al., 2009; Thomas et al., 2017). Many genes displayed preferential expression at one or more stages of nectary maturation (Figure 2), with the data being validated by qRT‐PCR analysis of eight targeted genes (Figure 3); demonstrating the quality and utility of the RNAseq dataset for downstream analyses.

Analysis of our transcriptome data readily identified representative candidate genes displaying the appropriate timing of expression and/or activities associated with each of the proposed steps of nectar synthesis described in previous sections, including starch synthesis, starch degradation, sucrose synthesis, and sucrose export (Figures 3, 4, 5, with a summarized model in Figure 7). For example, expression of the starch biosynthesis gene *Starch Branching Enzyme2* (*CpSBE2*) was highest at −24 hr and steadily decreased thereafter, which was inversely proportional to *BAM1* expression (Figures 3, 4 and 7b). In terms of maintaining sink status, there are many proteins involved in ensuring a continuous supply of photosynthate to sink tissues. There have been a few studies on carbon partitioning and resource allocation in developing cucurbit fruits (Schapendonk & Brouwer, 1984), however, little is known about the regulation of sink–source relations in *C. pepo* nectaries. Cucurbits, such as squash and cucumber, transport photosynthate in the form of raffinose‐family oligosaccharides (RFOs) loaded and unloaded into the phloem predominantly via a symplastic route. In our study, we identified two very highly expressed α‐galactosidases (*CpRAFS6* and *CpSIP2*) that are likely involved in establishing and maintaining sink status in nectaries.

**Figure 7:**
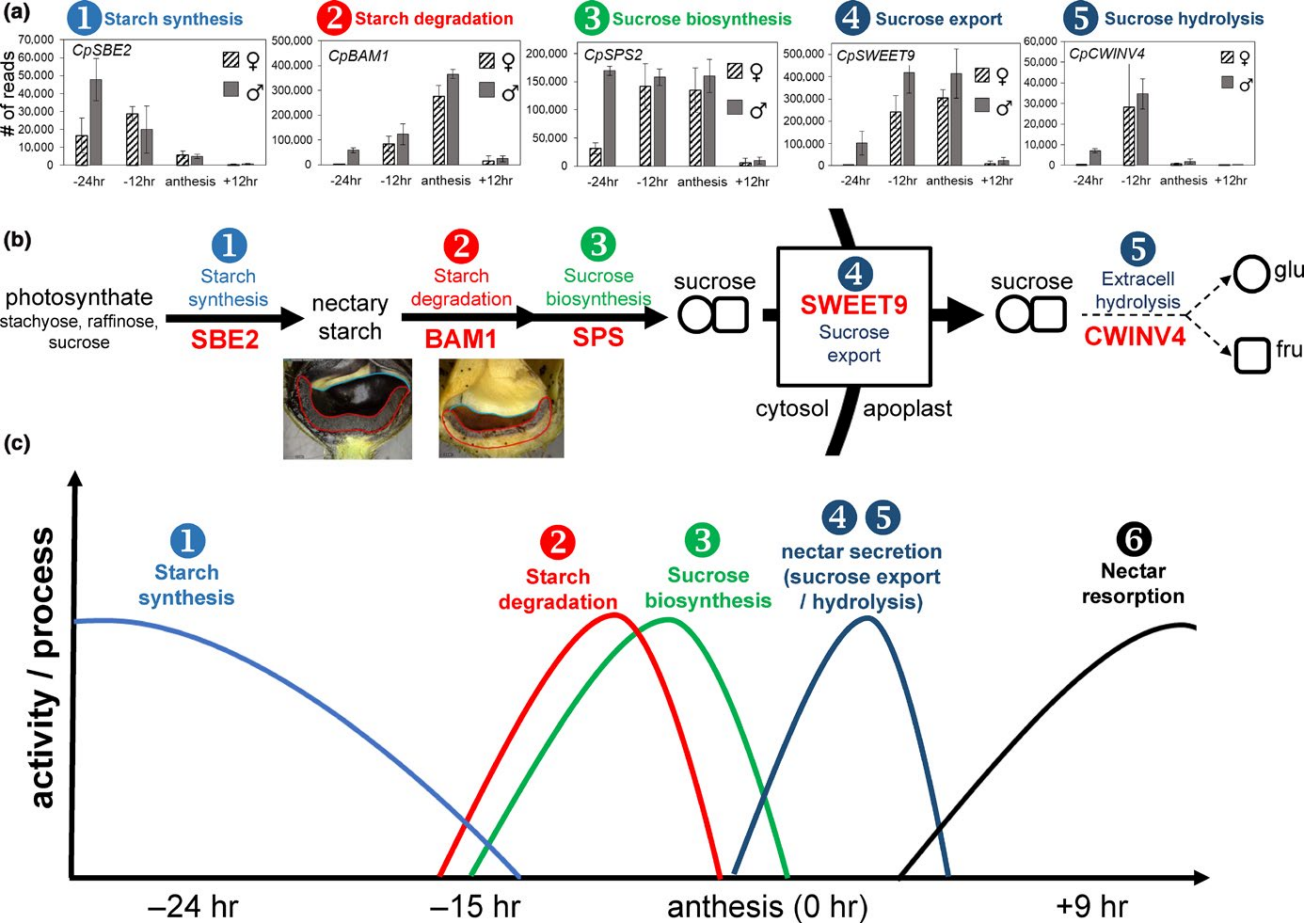
Representative genes and processes putatively involved in carbon flux in squash nectaries. (a) Expression of genes in male and female nectaries involved in each of the proposed steps of nectar synthesis and secretion as outlined in panel b; SBE = starch branching enzyme; BAM1 = beta‐amylase; SPS = sucrose‐phosphate synthase; SWEET9 = sucrose transporter; CWINV4 = cell wall invertase (c) Approximate timing of processes involved in nectar production based on data from this study and previously published reports

While the expression profiles for each of the genes and steps for nectar secretion in this study are largely consistent with what has been observed in other species [reviewed in (Roy et al., 2017)], a notable exception was *CpCWINV4*. 

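The highest library values of *CWINV4* (XM_008446238.1), the cell wall invertase, and *SWEET9* (XM_008443590.1), the sucrose carrier, were of different size in squash nectaries. For *CWINV4*, the highest was 62378 normalized reads, in a female nectary library at −15 hr, where *SWEET9* was at least 188998. For *SWEET9*, the highest was 543926, in a male library at −15 hr. Relative to 0 hr, *CWINV4* was 45.3 at −15 hr in females, from 2 libraries of 62378 and 13577, and 17.7 in males, while *SWEET9* was 0.78 in females and 1.06 in males. At 0 hr, *CWINV4* lay between 866 and 4621 in the male libraries and between 422 and 1300 in the female libraries. *SWEET9* lay between 329298 and 539149 in the male libraries at that stage and between 269060 and 356879 in the female ones. From these read numbers, together with the sucrose-rich nectar of squash, the paper reasons that *CWINV4* probably does not act in squash as it does in Arabidopsis.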

In both Arabidopsis and pennycress nectaries, *SWEET9* and *CWINV4* have nearly identical read counts (Bender et al., 2013; Kram et al., 2009; Lin et al., 2014; Ruhlmann et al., 2010; Thomas et al., 2017); however, in squash, *CpCWINV4* is expressed in low quantities (maximum of ~30,000 reads) in nectaries relative to *CpSWEET9* (~400,000 reads) (Figure 7a). In contrast to Arabidopsis, *C. pepo* flowers produce nectar rich in sucrose (Nepi et al., 2001), which necessitates a reduction in extracellular sucrose hydrolysis after sucrose export from the cell. Thus, *CpCWINV4* probably does not play the same role in squash as *AtCWINV4* does in Arabidopsis (i.e., in generating a concentration gradient to drive sugar export); however, since squash nectar contains ~20% hexoses, its activity likely is important in dictating final nectar quality. It should also be noted that in sunflower a reduction in nectary CWINV expression led to an increase in nectar sucrose (Prasifka et al., 2018).

Cumulatively, it appears that modulation of cell wall invertase expression or activity represents a key step in regulating final nectar quality across species. If indeed sucrose transport across the plasma membrane is fully concentration‐dependent (passive transport via SWEET9), and the final nectar sucrose concentration is >2 M in squash (Table S2), then cytosolic sucrose in the nectary parenchyma must reach at least the concentration present in the nectar. This secretory process would present a tremendous osmotic stress to the nectary tissue, which may be why senescence‐related transcripts are upregulated in post‐secretory (+9 hr) nectaries (Appendix [Link], [Link], [Link]). A model of the approximate timing for the transition from starch synthesis to starch degradation to sucrose synthesis and export are shown in Figure 7c; since post‐secretory hydrolysis likely plays a limited role in the secretory process, CpCWINV4 activity is denoted with a light dashed line.

As previously noted, nectars are much more complex than simple sugar–water, containing many classes of biologically relevant solutes that influence not only pollinator visitation, but also impact microbial growth (Nicolson & Thornburg, 2007; Roy et al., 2017). In this study, we reliably identified over 40 metabolites in both male and female nectar, which is similar to an analysis of *C. maxima* (pumpkin) nectar (Chatt et al., 2018). While male nectar preferentially accumulates certain metabolites as compared to female nectar (Figure 6), the causes or consequences of these differences are not clear. However, there were some notable findings within the metabolite analysis, including the fact that female nectar contained ~5‐fold more GABA than male nectar, which was correlated to the expression of a putative GABA transporter (Figure S1). GABA is a neurotransmitter previously reported to accumulate in squash nectar (Nepi et al., 2012), but its role in plant–pollinator interactions is currently unclear. Along these lines, we identified another previously unreported neurotransmitter, gamma‐hydroxybutyric acid, in both male and female nectars, the role of which in nectar is also unknown. Of notable interest will be to determine factors that lead to differential transcription between female and male nectaries that may lead to differences in nectar quality. In our study *MYB305*, a key transcription factor in eudicot floral nectary function (Liu & Thornburg, 2012; Liu et al., 2009; Schmitt et al., 2018; Wang et al., 2014), displayed little difference in expression between squash male and female nectaries; however, three transcription factors*—SHI‐related sequence 1*,* heat stress transcription factor A‐6b,* and *UNUSUAL FLORAL ORGANS‐like—*displayed preferential expression female over male nectaries. Interestingly, *SHI‐related sequence 1* is a member of the *STYLISH* gene family, which control nectary development in Aquilegia (Min, Bunn, & Kramer, 2018).

To summarize, our analyses have revealed a distinct profile of starch biosynthetic and degradative pathways as the nectaries progress through maturation. Our expression data reveal a similar increase in sucrose synthesis in nectaries at anthesis, as well as a number of Arabidopsis gene homologs known to impact nectary function. We provide a physiological basis behind our gene expression data with starch, amylase, and soluble sugar assays showing degradation of starch correlated with increased amylase activity and accumulation of soluble sugar. Cumulatively, our data supports the existing model of nectar secretion in the eudicots (Lin et al., 2014; Roy et al., 2017). Lastly, we have identified novel nectar metabolites that should be evaluated for their roles in plant‐biotic interactions. This study represents an important step toward improving our understanding of nectar production and secretion in the cucurbits.

## CONFLICT OF INTEREST

The authors declare no conflict of interest associated with the work described in this manuscript.

## AUTHOR CONTRIBUTION

All authors conceived and planned the study. PMK determined nectary stages and conducted RNA isolations. MH processed all RNAseq data and conducted informatics analyses in conjunction with ES, RR, and CJC. ES and RR conducted starch and sugar analyses. ES conducted the qRT‐PCR analyses. EC and BJN conducted the metabolomic analyses. ES, RR, and CJC wrote the manuscript with feedback from all the coauthors.

## Data Availability

Raw sequence reads are available at the National Center for Biotechnology Information Sequence Read Archive under GEO accession number GSE111695.

## References

[pld3120-bib-0001] Adler, L. S. , & Irwin, R. E. (2012). Nectar alkaloids decrease pollination and female reproduction in a native plant. Oecologia, 168, 1033–1041. 10.1007/s00442-011-2153-3 22011842

[pld3120-bib-0002] Altschul, S. F. , Gish, W. , Miller, W. , Myers, E. W. , & Lipman, D. J. (1990). Basic local alignment search tool. Journal of Molecular Biology, 215, 403–410.223171210.1016/S0022-2836(05)80360-2

[pld3120-bib-0003] Anders, S. , & Huber, W. (2010). Differential expression analysis for sequence count data. Genome Biology, 11, R106.2097962110.1186/gb-2010-11-10-r106PMC3218662

[pld3120-bib-0004] Bender, R. L. , Fekete, M. L. , Klinkenberg, P. M. , Hampton, M. , Bauer, B. , Malecha, M. , … Carter, C. J. (2013). *PIN6* is required for nectary auxin response and short stamen development. The Plant Journal, 74, 893–904.2355138510.1111/tpj.12184

[pld3120-bib-0005] Bender, R. , Klinkenberg, P. , Jiang, Z. , Bauer, B. , Karypis, G. , Nguyen, N. , … Carter, C. J. (2012). Functional genomics of nectar production in the Brassicaceae. Flora ‐ Morphology, Distribution, Functional Ecology of Plants, 207, 491–496. 10.1016/j.flora.2012.06.005

[pld3120-bib-0006] Benjamini, Y. , & Hochberg, Y. (1995). Controlling the false discovery rate ‐ A practical and powerful approach to multiple testing. Journal of the Royal Statistical Society: Series B (Methodological), 57, 289–300. 10.1111/j.2517-6161.1995.tb02031.x

[pld3120-bib-0007] Boeker, P. , Leppert, J. , Mysliwietz, B. , & Lammers, P. S. (2013). Comprehensive theory of the Deans’ Switch as a variable flow splitter: Fluid mechanics, mass balance, and system behavior. Analytical Chemistry, 85, 9021–9030. 10.1021/ac401419j 23980824

[pld3120-bib-0008] Carmi, N. , Zhang, G. , Petreikov, M. , Gao, Z. , Eyal, Y. , Granot, D. , & Schaffer, A. A. (2003). Cloning and functional expression of alkaline alpha‐galactosidase from melon fruit: Similarity to plant SIP proteins uncovers a novel family of plant glycosyl hydrolases. The Plant Journal, 33, 97–106. 10.1046/j.1365-313X.2003.01609.x 12943544

[pld3120-bib-0009] Carter, C. , Graham, R. A. , & Thornburg, R. W. (1999). Nectarin I is a novel, soluble germin‐like protein expressed in the nectar of *Nicotiana* sp. Plant Molecular Biology, 41, 207–216. 10.1023/A:1006363508648 10579488

[pld3120-bib-0010] Carter, C. , Healy, R. , O'Tool, N. M. , Naqvi, S. M. , Ren, G. , Park, S. , … Thornburg, R. W. (2007). Tobacco nectaries express a novel NADPH oxidase implicated in the defense of floral reproductive tissues against microorganisms. Plant Physiology, 143, 389–399.1711427710.1104/pp.106.089326PMC1761964

[pld3120-bib-0011] Carter, C. , Shafir, S. , Yehonatan, L. , Palmer, R. G. , & Thornburg, R. (2006). A novel role for proline in plant floral nectars. Naturwissenschaften, 93, 72–79. 10.1007/s00114-005-0062-1 16365739

[pld3120-bib-0012] Carter, C. , & Thornburg, R. W. (2000). Tobacco nectarin I. Purification and characterization as a germin‐like, manganese superoxide dismutase implicated in the defense of floral reproductive tissues. Journal of Biological Chemistry, 275, 36726–36733. 10.1074/jbc.M006461200 10952990

[pld3120-bib-0013] Carter, C. , & Thornburg, R. W. (2003). The nectary‐specific pattern of expression of the tobacco Nectarin I promoter is regulated by multiple promoter elements. Plant Molecular Biology, 51, 451–457. 10.1023/A:1022370203570 12650612

[pld3120-bib-0014] Carter, C. , & Thornburg, R. W. (2004a). Is the nectar redox cycle a floral defense against microbial attack? Trends in Plant Science, 9, 320–324. 10.1016/j.tplants.2004.05.008 15231276

[pld3120-bib-0015] Carter, C. J. , & Thornburg, R. W. (2004b). Tobacco Nectarin III is a bifunctional enzyme with monodehydroascorbate reductase and carbonic anhydrase activities. Plant Molecular Biology, 54, 415–425. 10.1023/B:PLAN.0000036373.84579.13 15284496

[pld3120-bib-0016] Carter, C. J. , & Thornburg, R. W. (2004c). Tobacco nectarin V is a flavin‐containing berberine bridge enzyme‐like protein with glucose oxidase activity. Plant Physiology, 134, 460–469. 10.1104/pp.103.027482 14730073PMC316325

[pld3120-bib-0017] Chatt, E. C. , von Aderkas, P. , Carter, C. J. , Smith, D. , Elliott, M. , & Nikolau, B. J. (2018). Sex‐dependent vriation of pumpkin (*Cucurbita maxima* cv. Big Max) nectar and nectaries as determined by proteomics and metabolomics. Frontiers in Plant Science, 9, 860.3000872510.3389/fpls.2018.00860PMC6034135

[pld3120-bib-0018] Davis, A. R. , Fowke, L. C. , Sawhney, V. K. , & Low, N. H. (1996). Floral nectar secretion and ploidy in *Brassica rapa* and *B. napus* (Brassicaceae) II. Quantified variability of nectary structure and function in rapid‐cycling lines. Annals of Botany, 77, 223–234. 10.1006/anbo.1996.0026

[pld3120-bib-0019] Davis, A. R. , Pylatuik, J. D. , Paradis, J. C. , & Low, N. H. (1998). Nectar‐carbohydrate production and composition vary in relation to nectary anatomy and location within individual flowers of several species of Brassicaceae. Planta, 205, 305–318. 10.1007/s004250050325 9637073

[pld3120-bib-0020] Davis, A. R. , Sawhney, V. K. , Fowke, L. C. , & Low, N. L. (1995). Floral secretion and ploidy in Brassica rapa and B napus (Brassicaceae).1. Nectary size and nectar carbohydrate production and composition (vol 25, pg 602, 1994). Apidologie, 26, 534.

[pld3120-bib-0021] Dmitruk, M. , & Weryszko‐Chmielewska, E. (2013). The morphology and ultrastructure of the nectaries of marrow (*Cucurbita pepo* L. convar. giromontiina). Acta Agrobotanica, 66, 11–22. 10.5586/aa.2013.033

[pld3120-bib-0022] Elliott, S. E. , Irwin, R. E. , Adler, L. S. , & Williams, N. M. (2008). The nectar alkaloid, gelsemine, does not affect offspring performance of a native solitary bee, Osmia lignaria (Megachilidae). Ecological Entomology, 33, 298–304. 10.1111/j.1365-2311.2007.00974.x

[pld3120-bib-0023] Grabherr, M. G. , Haas, B. J. , Yassour, M. , Levin, J. Z. , Thompson, D. A. , Amit, I. , … Regev, A. (2011). Full‐length transcriptome assembly from RNA‐Seq data without a reference genome. Nature Biotechnology, 29, 644–652. 10.1038/nbt.1883 PMC357171221572440

[pld3120-bib-0024] Hampton, M. , Xu, W. W. , Kram, B. W. , Chambers, E. M. , Ehrnriter, J. S. , Gralewski, J. H. , … Carter, C. J. (2010). Identification of differential gene expression in *Brassica rapa* nectaries through expressed sequence tag analysis. PLoS ONE, 5, e8782 10.1371/journal.pone.0008782 20098697PMC2808342

[pld3120-bib-0025] Heil, M. (2011). Nectar: Generation, regulation and ecological functions. Trends in Plant Science, 16, 191–200. 10.1016/j.tplants.2011.01.003 21345715

[pld3120-bib-0026] Heil, M. , Koch, T. , Hilpert, A. , Fiala, B. , Boland, W. , & Linsenmair, K. (2001). Extrafloral nectar production of the ant‐associated plant, Macaranga tanarius, is an induced, indirect, defensive response elicited by jasmonic acid. Proceedings of the National Academy of Sciences of the United States of America, 98, 1083–1088. 10.1073/pnas.98.3.1083 11158598PMC14712

[pld3120-bib-0027] Horner, H. T. , Healy, R. A. , Ren, G. , Fritz, D. , Klyne, A. , Seames, C. , & Thornburg, R. W. (2007). Amyloplast to chromoplast conversion in developing ornamental tobacco floral nectaries provides sugar for nectar and antioxidants for protection. American Journal of Botany, 94, 12–24. 10.3732/ajb.94.1.12 21642203

[pld3120-bib-0028] Irwin, R. E. , & Adler, L. S. (2008). Nectar secondary compounds affect self‐pollen transfer: Implications for female and male reproduction. Ecology, 89, 2207–2217. 10.1890/07-1359.1 18724731

[pld3120-bib-0029] Irwin, R. E. , Adler, L. S. , & Agrawal, A. A. (2004). Community and evolutionary ecology of nectar. Ecology, 85, 1477–1478. 10.1890/03-0717

[pld3120-bib-0030] Kram, B. W. , & Carter, C. J. (2009). *Arabidopsis thaliana* as a model for functional nectary analysis. Sexual Plant Reproduction, 22, 235–246. 10.1007/s00497-009-0112-5 20033445

[pld3120-bib-0031] Kram, B. W. , Xu, W. W. , & Carter, C. J. (2009). Uncovering the *Arabidopsis thaliana* nectary transcriptome: Investigation of differential gene expression in floral nectariferous tissues. BMC Plant Biology, 9, 92 10.1186/1471-2229-9-92 19604393PMC2720969

[pld3120-bib-0032] Lin, I. W. , Sosso, D. , Chen, L. Q. , Gase, K. , Kim, S. G. , Kessler, D. , … Frommer, W. B. (2014). Nectar secretion requires sucrose phosphate synthases and the sugar transporter SWEET9. Nature, 508, 546–549. 10.1038/nature13082 24670640

[pld3120-bib-0033] Liu, G. , Ren, G. , Guirgis, A. , & Thornburg, R. W. (2009). The MYB305 transcription factor regulates expression of nectarin genes in the ornamental tobacco floral nectary. The Plant Cell, 21, 2672–2687. 10.1105/tpc.108.060079 19783761PMC2768911

[pld3120-bib-0034] Liu, G. , & Thornburg, R. W. (2012). Knockdown of MYB305 disrupts nectary starch metabolism and floral nectar production. The Plant Journal, 70, 377–388. 10.1111/j.1365-313X.2011.04875.x 22151247

[pld3120-bib-0035] Mi, H. , Huang, X. , Muruganujan, A. , Tang, H. , Mills, C. , Kang, D. , & Thomas, P. D. (2017). PANTHER version 11: Expanded annotation data from Gene Ontology and Reactome pathways, and data analysis tool enhancements. Nucleic Acids Research, 45, D183–D189. 10.1093/nar/gkw1138 27899595PMC5210595

[pld3120-bib-0036] Min, Y. , Bunn, J. I. , & Kramer, E. M. (2018). Homologs of the STYLISH gene family control nectary development in Aquilegia. New Phytologist, 221, 1090–1100.3014579110.1111/nph.15406

[pld3120-bib-0037] Montero‐Pau, J. , Blanca, J. , Bombarely, A. , Ziarsolo, P. , Esteras, C. , Marti‐Gomez, C. , … Canizares, J. (2018). De novo assembly of the zucchini genome reveals a whole‐genome duplication associated with the origin of the Cucurbita genus. Plant Biotechnology Journal, 16, 1161–1171. 10.1101/147702 29112324PMC5978595

[pld3120-bib-0038] Naqvi, S. M. , Harper, A. , Carter, C. , Ren, G. , Guirgis, A. , York, W. S. , & Thornburg, R. W. (2005). Nectarin IV, a potent endoglucanase inhibitor secreted into the nectar of ornamental tobacco plants. Isolation, cloning, and characterization. Plant Physiology, 139, 1389–1400. 10.1104/pp.105.065227 16244157PMC1283774

[pld3120-bib-0039] Nepi, M. , Guarnieri, M. , & Pacini, E. (2001). Nectar secretion, reabsorption, and sugar composition in male and female flowers of *Cucurbita pepo* . International Journal of Plant Sciences, 162, 353–358. 10.1086/319581

[pld3120-bib-0040] Nepi, M. , Pacini, E. , & Willemse, M. T. M. (1996). Nectary biology of *Cucurbita pepo*: Ecophysiological aspects. Acta Botanica Neerlandica, 45, 41–54. 10.1111/j.1438-8677.1996.tb00494.x

[pld3120-bib-0041] Nepi, M. , Soligo, C. , Nocentini, D. , Abate, M. , Guarnieri, M. , Cai, G. , … Pacini, E. (2012). Amino acids and protein profile in floral nectar: Much more than a simple reward. Flora ‐ Morphology, Distribution, Functional Ecology of Plants, 207, 475–481. 10.1016/j.flora.2012.06.002

[pld3120-bib-0042] Nepi, M. , & Stpiczynska, M. (2008). The complexity of nectar: Secretion and resorption dynamically regulate nectar features. Naturwissenschaften, 95, 177–184. 10.1007/s00114-007-0307-2 17922103

[pld3120-bib-0043] Nicolson, S. , & Thornburg, R. (2007). Nectar chemistry In NicolsonS. W., NepiM., & PaciniE. (Eds.), Nectaries and nectar (p. 395). Dordrecht, The Netherlands: Springer.

[pld3120-bib-0044] Ollerton, J. , Winfree, R. , & Tarrant, S. (2011). How many flowering plants are pollinated by animals? Oikos, 120, 321–326. 10.1111/j.1600-0706.2010.18644.x

[pld3120-bib-0045] Pacini, E. , & Nepi, M. (2007). Nectar production and presentation In NicolsonS. W., NepiM., & PaciniE. (Eds.), Nectaries and nectar (pp. 167–214). Dordrecht, The Netherlands: Springer 10.1007/978-1-4020-5937-7

[pld3120-bib-0046] Peng, Y. B. , Li, Y. Q. , Hao, Y. J. , Xu, Z. H. , & Bai, S. N. (2004). Nectar production and transportation in the nectaries of the female Cucumis sativus L. flower during anthesis. Protoplasma, 224, 71–78.1572681110.1007/s00709-004-0051-9

[pld3120-bib-0047] Pleasants, J. M. , & Chaplin, S. J. (1983). Nectar production rates of Asclepias quadrifolia: Causes and consequences of individual variation. Oecologia, 59, 232–238. 10.1007/BF00378842 28310238

[pld3120-bib-0048] Prasifka, J. R. , Mallinger, R. E. , Portlas, Z. M. , Hulke, B. S. , Fugate, K. K. , Paradis, T. , … Carter, C. J. (2018). Using nectar‐related traits to enhance crop‐pollinator interactions. Frontiers in Plant Science, 9, 812 10.3389/fpls.2018.00812 29967631PMC6015894

[pld3120-bib-0049] Radhika, V. , Kost, C. , Boland, W. , & Heil, M. (2010). The role of jasmonates in floral nectar secretion. PLoS ONE, 5, e9265 10.1371/journal.pone.0009265 20174464PMC2824824

[pld3120-bib-0050] Ren, G. , Healy, R. A. , Horner, H. T. , Martha, G. J. , & Thornburg, R. W. (2007). Expression of starch metabolic genes in the developing nectaries of ornamental tobacco plants. Plant Science, 173, 621–637. 10.1016/j.plantsci.2007.08.012

[pld3120-bib-0051] Ren, G. , Healy, R. A. , Klyne, A. M. , Horner, H. T. , James, M. G. , & Thornburg, R. W. (2007). Transient starch metabolism in ornamental tobacco floral nectaries regulates nectar composition and release. Plant Science, 173, 277–290. 10.1016/j.plantsci.2007.05.008

[pld3120-bib-0052] Richardson, L. L. , Adler, L. S. , Leonard, A. S. , Andicoechea, J. , Regan, K. H. , Anthony, W. E. , … Irwin, R. E. (2015). Secondary metabolites in floral nectar reduce parasite infections in bumblebees. Proceedings of the Royal Society B: Biological Sciences, 282, 20142471.10.1098/rspb.2014.2471PMC434544025694627

[pld3120-bib-0053] Roy, R. , Schmitt, A. J. , Thomas, J. B. , & Carter, C. J. (2017). Review: Nectar biology: From molecules to ecosystems. Plant Science, 262, 148–164. 10.1016/j.plantsci.2017.04.012 28716410

[pld3120-bib-0054] Ruhlmann, J. M. , Kram, B. W. , & Carter, C. J. (2010). *CELL WALL INVERTASE 4* is required for nectar production in Arabidopsis. Journal of Experimental Botany, 61, 395–404. 10.1093/jxb/erp309 19861655PMC2803206

[pld3120-bib-0055] Schapendonk, A. H. C. M. , & Brouwer, P. (1984). Fruit‐growth of cucumber in relation to assimilate supply and sink activity. Scientia Horticulturae, 23, 21–33. 10.1016/0304-4238(84)90041-4

[pld3120-bib-0056] Schmitt, A. J. , Roy, R. , Klinkenberg, P. M. , Jia, M. Y. , & Carter, C. J. (2018). The octadecanoid pathway, but not COI1, is required for nectar secretion in *Arabidopsis thaliana* . Frontiers in Plant Science, 9, 1060.3013569210.3389/fpls.2018.01060PMC6092685

[pld3120-bib-0057] Simpson, B. B. , & Neff, J. L. (1983). Evolution and diversity of floral rewards In JonesC. E., & LittleR. J. (Eds.), Handbook of experimental pollination biology (pp. 142–159). New York, NY: Van Nostrand Reinhold.

[pld3120-bib-0058] Stitz, M. , Hartl, M. , Baldwin, I. T. , & Gaquerel, E. (2014). Jasmonoyl‐L‐Isoleucine coordinates metabolic networks required for anthesis and floral attractant emission in wild tobacco (*Nicotiana attenuata*). The Plant Cell, 26, 3964–3983. 10.1105/tpc.114.128165 25326292PMC4247565

[pld3120-bib-0059] Streb, S. , & Zeeman, S. C. (2012). Starch metabolism in Arabidopsis. The Arabidopsis Book, 10, e0160 10.1199/tab.0160 23393426PMC3527087

[pld3120-bib-0060] Thomas, J. B. , Hampton, M. , Dorn, K. M. , Marks, M. D. , & Carter, C. J. (2017). The pennycress (*Thlaspi arvense* L. Brassicaceae) nectary: Structural and transcriptomic characterization. BMC Plant Biology, 17, 201.2913760810.1186/s12870-017-1146-8PMC5686818

[pld3120-bib-0061] Thornburg, R. W. , Carter, C. , Powell, A. , Mittler, R. , Rizhsky, L. , & Horner, H. T. (2003). A major function of the tobacco floral nectary is defense against microbial attack. Plant Systematics and Evolution, 238, 211–218. 10.1007/s00606-003-0282-9

[pld3120-bib-0062] Wang, W. , Liu, G. , Niu, H. , Timko, M. P. , & Zhang, H. (2014). The F‐box protein COI1 functions upstream of MYB305 to regulate primary carbohydrate metabolism in tobacco (Nicotiana tabacum L. cv. TN90). Journal of Experimental Botany, 65, 2147–2160. 10.1093/jxb/eru084 24604735PMC3991746

[pld3120-bib-0063] Wiesen, L. B. , Bender, R. L. , Paradis, T. , Larson, A. , Perera, M. A. D. N. , Nikolau, B. J. , … Carter, C. J. (2016). A role for GIBBERELLIN 2‐OXIDASE6 and gibberellins in regulating nectar production. Molecular Plant, 9, 753–756. 10.1016/j.molp.2015.12.019 26748313

[pld3120-bib-0064] Zhang, B. , Tolstikov, V. , Turnbull, C. , Hicks, L. M. , & Fiehn, O. (2010). Divergent metabolome and proteome suggest functional independence of dual phloem transport systems in cucurbits. Proceedings of the National Academy of Sciences of the United States of America, 107, 13532–13537. 10.1073/pnas.0910558107 20566864PMC2922161

[pld3120-bib-0065] Zhu, J. , Hu, Z. H. , & Müller, M. (1997). Ultrastructure of the floral nectary of Arabidopsis thaliana L. prepared from high pressure freezing and freeze substitution. Acta Botanica Sinica, 39, 289–295.

How the deposited data were processed for this re-analysis (not part of the article)

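RNA from nectaries of female and male flowers of *C. pepo* was sequenced at −24, −15, 0 and +9 hr relative to anthesis, with 3 libraries per sex and stage and 2 for female nectaries at −15 hr, 23 in all. The sample labels give the second and the last stage as −12 and +12 hr, and the hours of the paper's text are used here.

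The values used here are scores made by the authors and deposited as 1 number per melon gene and library. The authors assembled the reads with Trinity, matched the contigs to melon genes with blastn, normalized the counts by the upper quartile, and rounded them to whole numbers. The deposited values are therefore not counts of reads, and the tool that counted reads is not given in the sources used here. The authors also deposited p-values for each pair of stages within a sex, and these equal 2-sided tests of equal-variance means on the same values, as checked on part of the genes. For its own lists, the paper used DESeq (v1.6.1) with a Benjamini-Hochberg adjustment after a filter on the change in mean, a filter not applied here. A second deposited sheet holds group means, and the authors' p-values of that sheet stand beside other genes than in the first, so only those of the first were used, and only as an alternative.

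The table holds 8861 genes. Each is a melon sequence entry, and some entries share a locus, as for the PCL1-like and the LHY-like gene. Counts of genes and tests of lists treat such entries as separate genes. Sums per library run from 9269760 to 16139522, and upper quartiles from 1028 to 1122. Low values in several libraries lie on a grid of steps, as whole reads multiplied by 1 factor per library would. Where the step was clear, as in the female 0 hr libraries (1.348, 1.125 and 1.256), it means that a value of 10 rests on fewer than 10 reads. Steps under 1, as in female +9 hr replicate 3 (0.607), mean that it rests on more. The 5th percentile of the genes' values was between 9 and 62 in the libraries. It was at least 28 in each +9 hr library and at most 23 in each other one. Genes with a value of 0 numbered at most 17 in a +9 hr library and at least 25 in each other one. Low values thus differed with stage, and what this does to the changes between 0 and +9 hr was not tested. Depth therefore limits statements on genes with values under about 10, and none of the genes below is read as absent.

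Values were tested on the log2 scale after adding 1 with limma (version 3.58.1, R version 4.3.3), with a mean-variance trend, 1 mean per sex and stage, and moderated variances (19.6 degrees of freedom). The design set out for these data took them for counts, with this test as the choice for other units, and it is the test used throughout. P-values were adjusted over all genes by the Benjamini-Hochberg method for each comparison. A gene is called where its adjusted p is under 0.05 and its change at least 2-fold on that scale, the thresholds the paper states. A filter for values of at least 10 in at least 2 libraries removed 0 genes. Comparisons were made between all pairs of stages within each sex, between the sexes at each stage, of the sexes' changes between stages (interactions), and between stages with the sexes grouped. A gene is in the set of a stage or of several stages where it is called higher in each of them than in each other stage.

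In all, 34 lists of genes were fixed from annotations before the deposited values were examined, among them the lists of starch synthesis, starch degradation and sucrose synthesis, lists of markers of other cell types, and 1 of organelle transcripts as a measure of RNA quality. Values of some members had already been seen in the paper's supplementary tables, which come from these same libraries. Of the 34 lists, 32 had at least 2 genes in the table and were tested, and the lists of petal and stamen identity and of guard cells were not. Each of the 32 was tested with camera in limma (preset correlation of 0.01, and an estimated correlation as an alternative), over 352 tests of lists against a stage, the sexes at 0 hr or the time of day. The p-values were adjusted over these tests. Members of a list are called higher or lower at an adjusted p under 0.05 in the stage against the mean of the 3 other stages, without a threshold on the change. Enrichment in the stage sets was tested with Fisher's exact test (one-sided), adjusted over 864 tests, with all 8861 genes as the background. As an alternative to camera for a list at a single stage, it was adjusted over the 256 tests of lists in the sets of single stages. Of the genes, 8046 carry an Arabidopsis identifier and 1775 are uncharacterized.

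Genes are named by a rule. It takes every gene that the paper names in its text, figures, Table S1 or Appendix S10. For the successive stages of each sex and for the sexes at 0 hr, it takes the 10 genes with the largest change each way among those called, with no overlap between the libraries, a mean of at least 100 in the higher group and a known description. Of each list, it takes up to 4 members with the smallest adjusted p in each direction of the comparison described. Values in the paper's supplementary tables had been seen when the rule was written.

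The calls were tested on simulated data, drawn with each gene's mean and spread, in which 200 genes were raised or lowered 2-, 4- or 8-fold in 1 group. With 3 libraries against 3 in the male 0 and −15 hr stages, 22.4%, 80.6% and 93.9% of the changed genes were recovered, with 1 unchanged gene called. With 2 female −15 hr libraries against 3 at −24 hr, the shares were 14.9%, 70.1% and 93.9%, with 7 unchanged genes called. For the sexes at 0 hr, they were 22.4%, 88.1% and 86.4%, with 7. A call needs an estimated change of at least 2-fold, which limits the recovery of true 2-fold changes. The real stages differ in far more genes than the 200 changed here, with 4185 called between male −15 and 0 hr. The simulated shares may therefore not hold for the real comparisons.

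The alternatives tried were TMM scaling, a pseudocount of 10, each sex or stage fitted alone, sex as a covariate, the replicate number as a block, each library left out in turn, other tests of the lists (fry and Fisher's exact test), a 2-fold threshold on the ratio of means, the authors' p-values, the replicate numbers of the titles as a block, where 1 female −15 hr sample is replicate 3 in its title and 2 in its description, and the female groups of the authors' sheet of means, which counts the first 0 hr replicate with −15 hr. The last 4 were chosen after the data had been seen. Alternatives that need counts were not run, and the values as deposited are the main values themselves. The starch, sugar and amylase assays, the qRT-PCR values and the metabolite data were not analysed here.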

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

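The tests of scaling at −24 hr, of 1 mislabelled library, of scaling of the clock genes and of time of day alone, and the interest in female 0 hr replicate 1, came only after the results they concern had been seen.

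Between female and male nectaries, 3653 genes were called at −24 hr, a comparison that the paper does not report, and 10 splits of these 6 libraries are too few for a share under 0.05 (real 3653, highest other 0). The tables argue against the scaling of the libraries as the whole cause, since TMM also called 3653 genes, 3459 of them shared and 194 others on each side. The difference did not rest on 1 library, since leaving out 1 library left 3183 to 3861 genes. Whether 1 library is mislabelled cannot be decided this way, since taking out such a library would raise the count and not lower it. An earlier developmental stage of the female samples cannot be told apart from a difference between the sexes, with a correlation across genes of 0.17 with the male change between 0 and −15 hr, since no library precedes −24 hr. A difference in development at −24 hr may therefore be part of the pattern, as a hypothesis, and sex itself stays open and untested.

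Female 0 hr replicate 1 lay on average nearer to the male 0 hr libraries (distances between single libraries of 0.55 to 0.91, mean 0.72) than to the other female ones (0.74 and 0.84, mean 0.79), with ranges that overlap, and female +9 hr replicate 1 lay nearer to the male +9 hr libraries (0.89 to 1.10) than to the other female ones (1.17 and 1.30). For the 0 hr replicate, the tables argue against a male library labelled female, since over 423 genes that differ in the same direction between the sexes at −24 and +9 hr it stood at 0.64 of the way from the male mean to the other female libraries. The +9 hr replicate was not tested this way. Values near the floor cannot be told apart as a source, since 28.6% of the 241 genes called without the 0 hr replicate had means below 100 in both sexes, and most did not. A mixture of samples stays open, and no biological explanation was tested. With the 0 hr replicate, 22 genes were called between the sexes at 0 hr, and 10 splits are too few for a share under 0.05 (highest other 9).

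Evening-phased clock genes were lower in the mean of −24 and 0 hr than in the mean of −15 and +9 hr. The median log2 changes were −1.89 in females and −1.80 in males. This comparison does not show whether they were lower at −24 hr by itself. Of the 10 genes, 4 were lower at 0 hr than at each other stage, −24 hr included, in both sexes. Of 100 groupings, the real one included, 1 in females and 2 in males gave as large a median (highest other 1.78 and 1.8). These shares are under 0.05, without adjustment over the patterns tested this way. Neither list test passed with an estimated correlation (adjusted p of 0.53 in females and 0.54 in males). The tables argue against scaling, since the male median under TMM was −1.7. They argue against time of day alone, since the genes differed between 0 and −24 hr, the same time of day, by a median absolute log2 of 2.08 in males. A joint effect of time of day and stage may remain, as a hypothesis, since each stage was sampled at 1 time of day.

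In 2 groups, 1 library stood far from the 5 others at +9 hr with the sexes joined, both times female replicate 1: MYB305 at 7748 (nearest 2959) and GDP-L-galactose phosphorylase 1 at 33130 (nearest 11781). With 44 groups tested, chance alone gives about 1 in 20, or 2.2. The change from −24 to −15 hr differed between the sexes in 2483 genes by the interaction test, 19 of them among the genes the paper names. The change from 0 to +9 hr differed in 636 genes, of which the paper names 2, heat stress transcription factor A-6b (−5.11, adjusted p 0.015) and the UFO-like gene (−3.74, adjusted p 0.0045). Of 100 groupings, the real one included, 4 gave at least as many as the 636, with 700 as the highest of the others. This share is under 0.05, without adjustment over the patterns tested this way. The count was 288 without male +9 hr replicate 2 and 1645 without female +9 hr replicate 1. At +9 hr, where the paper does not compare the sexes, 1305 genes were called between them, and 10 splits are too few for a share under 0.05, with 1029 as the highest other. With this stage fitted alone, 86 were called, and single libraries moved the higher genes between 434 and 1161 and the lower ones between 343 and 947 (highest without female replicate 1). In both sexes, 403 genes were lower at 0 hr than at each of the other 3 stages, a pattern outside the sets the paper describes.

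For the stages, only the real grouping of 100 gave as many genes in any set in males (3230, highest other 2022), and likewise with the sexes grouped (3351, highest other 4). These shares are under 0.05, also without adjustment over the patterns. Chance cannot be excluded for the number of lists called at −24, 0 and +9 hr in females (37, highest other 44) or over the 4 stages in males (33, highest other 49). For pairs of stages with 10 splits, too few for a share under 0.05, the real and the highest other counts were 467 and 0 for −24 to −15 hr, 4185 and 0 for −15 to 0 hr and 4339 and 1 for 0 to +9 hr in males, and 4376 and 8 for 0 to +9 hr in females. The lists called between the sexes at 0 hr numbered 7, also the highest other, with as few splits.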

How the results depend on the processing

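The authors' p-values, a 2-fold threshold on the ratio of means, the block by the titles' replicate numbers and the female groups of the authors' sheet of means were chosen as alternatives after the data had been seen, and the cause was not tested for any change below. No test of a list or of a named gene that was called turned its direction under the alternatives run. The balance of counts did: with the authors' p-values, the larger count changed sides in females from −24 to −15 hr and from 0 to +9 hr, and with the female groups of their sheet from −15 to 0 hr. With TMM scaling, it did so in females between −24 and 0 hr (2268 higher and 3363 lower, with TMM 2801 and 2793) and between −24 and +9 hr (2333 and 2580, with TMM 2564 and 2360). With TMM scaling, 64 of 68 counts, all 47 list tests and 190 of 192 tests of named genes stayed on their side of the threshold, the counts within 1.5 times. These numbers were 67, 47 and 189 with a pseudocount of 10, and 67, 47 and 185 with the replicate number as a block. With 1 sex fitted alone, 32 counts stayed and none moved, with 171 gene tests unchanged, 3 gained and 1 lost. Sex as a covariate left all 10 counts with the sexes grouped within 1.5 times, and the 2-fold threshold on the ratio of means left all 60 of its counts so. With 1 library left out in turn, 827 counts stayed and 103 moved, 1018 gene tests stayed, 74 were lost and 3 gained, and 518 list tests stayed and 4 were lost. Where this left 1 female −15 hr library, it was assumed to vary like the other groups. The filter removed no gene, so leaving it out moved nothing, and DESeq2 was not run since the values are not counts. Depth limits what can be said of genes with values under about 10, which rest on few reads.

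Replicate numbers did not pair the samples: across genes, deviations from the group means of libraries with the same number had a median correlation of −0.04 over 15 pairs in females, with 2 above 0.1, and of 0 over 18 pairs in males, with 3 above 0.1. One female −15 hr library is replicate 2 in its description, used here, and 3 in its title. With the titles' numbers, the female median was also −0.04, with 1 pair above 0.1, and the block left 67 counts, 47 list tests and 184 gene tests unchanged, and gave 7 genes shared by the sexes at −15 and 0 hr (11 without). With the block by the description, limma called 0 genes whose change from −15 to 0 hr differed between the sexes, against 1 without it, with 540 and 580 genes at an unadjusted p under 0.05. With the titles' numbers, it called 1. With TMM scaling, 84 genes were higher at −24 hr with the sexes grouped (129 without), 37 genes were higher and 11 lower in females at 0 hr (16 and 6), and small ubiquitin-related modifier 1 passed in 1 comparison of stages (0). With a pseudocount of 10, 33 genes were higher in females at 0 hr. With each stage fitted alone, which leaves fewer libraries for the spread, limma called 0 genes higher and 0 lower in females at −15 hr (8 and 4 with all stages), with 433 genes at an unadjusted p under 0.05. It called 0 and 0 at 0 hr (16 and 6), with 1631 at an unadjusted p under 0.05, and 48 and 38 at +9 hr (741 and 564). Of the tests of named genes between the sexes at 0 hr, all 15 calls were lost, and the 2 tests that stayed the same were of genes not called in either fit.

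With an estimated correlation, no list passed. The adjusted p for the female −24 hr stage was 0.54 for ribosomal proteins, 0.52 for aminoacyl-tRNA ligases, 0.56 for translation factors, amino acid biosynthesis and starch synthesis, 0.52 for autophagy and 0.16 for senescence. At −15 hr in females, it was 0.54 for starch degradation, 0.52 for sucrose synthesis, 0.54 for starch synthesis, 0.52 for photosynthetic genes and 0.26 for aquaporins. At 0 hr in females, it was 0.54 for photosynthetic genes, 0.62 for ribosomal proteins and 0.56 for aminoacyl-tRNA ligases. At +9 hr in females, it was 0.16 for senescence, 0.54 for autophagy, starch degradation and the proteasome, 0.36 for sucrose synthesis, 0.51 for ethylene and 0.58 for cell wall loosening. In males at −24 hr, it was 0.43 for starch synthesis, 0.79 for ribosomal proteins and 0.26 for senescence. In males at −15 hr, it was 0.71 for ribosomal proteins, 0.68 for starch degradation, 0.54 for sucrose synthesis, 0.31 for photosynthetic genes and 0.18 for aquaporins. In males at 0 hr, it was 0.59 for photosynthetic genes, 0.76 for ribosomal proteins and 0.69 for aminoacyl-tRNA ligases. In males at +9 hr, it was 0.16 for senescence, 0.57 for autophagy and photosynthetic genes, 0.26 for β-oxidation, 0.67 for the proteasome, and 0.56 for starch degradation and ethylene. Between the sexes at 0 hr, it was 0.54 for photosynthetic genes, 0.52 for amino acid catabolism and 0.43 for senescence. By time of day, it was 0.53 in females and 0.54 in males for evening clock genes and 0.57 in males for morning clock genes.

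With Fisher's exact test in the sets of single stages, adjusted over 256 tests, 12 lists were no longer called. This test counts genes higher than at each other stage. The adjusted p was 1 for starch synthesis at −24 and at −15 hr in females, 0.066 for sucrose synthesis at −15 hr in females, and 0.56 for starch synthesis at −24 hr in males. It was 1 for ribosomal proteins at −24 and −15 hr, for starch degradation and sucrose synthesis at −15 hr and for photosynthetic genes at 0 hr in males, and 0.066 for autophagy, 0.14 for ethylene and 0.14 for photosynthetic genes at +9 hr in males. With fry, 46 lists stayed, and ribosomal proteins at −24 hr in males had an adjusted p of 0.16.

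Without single libraries, the adjusted p of cell wall loosening at +9 hr in females (0.034) lay between 0.011 (without +9 hr replicate 1) and 0.083 (without +9 hr replicate 3), and that of the morning clock genes in males (0.026) between 0.015 (without +9 hr replicate 3) and 0.052 (without +9 hr replicate 1). In males, the −15 hr genes higher than at −24 hr (139) lay between 65 (without −15 hr replicate 2) and 173, and the lower ones (328) between 179 (without −24 hr replicate 1) and 318. The male sets, lowest without −15 hr replicate 2, lay between 24 and 65 genes at −24 hr, 15 and 29 at −15 hr, 5 and 24 at −15 and 0 hr, and 9 and 27 at −15, 0 and +9 hr. With the sexes grouped, the sets lay between 36 (without male −15 hr replicate 2) and 414 (without male −24 hr replicate 3) at −24 hr, 36 and 118 at −15 hr, 32 and 95 at −15 and 0 hr (68 with all), and 12 and 89 at −15, 0 and +9 hr (45 with all). The shared sets lay between 4 and 14 at −24 hr, 6 and 17 at −15 hr, 3 and 13 at −15 and 0 hr (11 with all), and 1 and 4 at −15, 0 and +9 hr. Genes higher in females at 0 hr lay between 1 (without female replicate 2 or 3 or male replicate 3) and 207 (without female replicate 1), with 86 without male replicate 1 and 6 without male replicate 2. Lower ones lay between 0 (without the same 3 or male replicate 2) and 34 (without female replicate 1), with 26 without male replicate 1. Without female replicate 2, 986 genes had an unadjusted p under 0.05. At −15 hr, the lower ones lay between 2 and 6. At +9 hr, higher ones lay between 434 (without male replicate 2) and 1161 (without female replicate 1), and lower ones between 343 and 947. Genes whose change differed between the sexes lay between 0 (without male 0 hr replicate 2, with 452 at an unadjusted p under 0.05) and 21 (without female 0 hr replicate 1) from −15 to 0 hr, and between 288 (without male +9 hr replicate 2) and 1645 (without female +9 hr replicate 1) from 0 to +9 hr. The histone H1-like gene passed in 0 to 4 comparisons of stages, and small ubiquitin-related modifier 1 in 0 or 1.

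With the authors' p-values, adjusted over the same genes, 8 counts stayed and 34 moved. In females, 413 genes were higher and 396 lower from −24 to −15 hr, 944 higher from −15 to 0 hr, and 692 higher and 898 lower from 0 to +9 hr. In males, 1 was higher and 12 lower from −24 to −15 hr, and 1681 were higher from 0 to +9 hr. The female sets held 171 genes at −24 hr, 83 at −15 hr, 352 at 0 hr, 57 at +9 hr, 240 at −24 and −15 hr, 26 at −15 and 0 hr, 17 at 0 and +9 hr, 81 at −24, −15 and 0 hr, and 56 at −15, 0 and +9 hr. The male sets held 1 at −24 hr, 597 at +9 hr, 339 at −24 and −15 hr, 271 at −24, −15 and 0 hr, 145 at 0 and +9 hr, and 0 at −15 hr, at −15 and 0 hr and at −15, 0 and +9 hr. The shared sets held 208 at 0 hr, 30 at +9 hr, 56 at −24 and −15 hr, 33 at −24, −15 and 0 hr, 4 at 0 and +9 hr, and 0 at −24 hr, at −15 hr, at −15 and 0 hr and at −15, 0 and +9 hr.

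The authors' sheet of means counts the first female 0 hr replicate with −15 hr. With these groups, 17 counts stayed and 19 moved. From −15 to 0 hr in females, 237 genes were higher and 100 lower (1817 and 2754 with the groups used here). The female sets held 12 at −15 hr, 38 at 0 hr, 10 at −24 and −15 hr, 262 at −15 and 0 hr, 82 at 0 and +9 hr, 362 at −24, −15 and 0 hr, and 592 at −15, 0 and +9 hr. The shared sets held 2 at −24 hr, 0 at −15 hr, 13 at 0 hr, 6 at −24 and −15 hr, 4 at −15 and 0 hr, and 31 at 0 and +9 hr. With the sexes grouped, the sets held 236 at −24 hr, 10 at −15 hr, 333 at −24 and −15 hr, and 84 at −15, 0 and +9 hr.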

Differences from the paper's values

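At the thresholds that the paper states, 15 values differed from the paper's by more than 1.5 times. The set counts of the paper were read by eye from a figure. For females, the paper gives 2 libraries at −15 hr and 3 at each other stage, as here, while the authors' sheet of group means for the Venn diagrams counts the first female 0 hr replicate with −15 hr. For the female set of −24 and −15 hr, the paper's text gives 394 genes, against 513 with the groups used here and 10 with the sheet's grouping. These values argue against the sheet's grouping for that set. For the female set of −24, −15 and 0 hr, the count in the paper's text is also nearer to the 239 here than to that with the sheet's grouping. Which grouping the paper's remaining female, shared and grouped set counts rest on is not known here. That sheet's grouping, the 2-fold threshold on the ratio of means, the authors' p-values and the block by the titles' replicate numbers were chosen after seeing the values, and how many of the paper's own set members they drop was not analysed here.

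In females, the paper's +9 hr set holds about 430 genes in Fig. 2a, read by eye, and 877 here, and none of the 15 alternatives set before the data were examined came within 1.5 times (901 on the ratio of means, 57 with the authors' p-values and 765 with the female groups of the authors' sheet, all chosen after seeing the values).

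In males, the paper's −24 hr set holds about 92 genes in Fig. 2b, read by eye, and 51 here. Of the alternatives set before the data were examined, 1 sex alone (65) and leaving out male −15 hr replicate 1 (65) came within 1.5 times, and the others did not. The paper's −15 hr set holds about 48 genes in Fig. 2b, read by eye, and 25 here, and 1 sex alone (33) came within 1.5 times while the other alternatives did not. The paper's set of −15, 0 and +9 hr holds about 39 genes in Fig. 2b, read by eye, and 16 here, and leaving out male −15 hr replicate 1 (27) came within 1.5 times while the others did not.

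Shared by the sexes, the paper's −24 hr set holds about 21 genes in Fig. 2c, read by eye, and 9 here, and of the alternatives set before the data were examined leaving out male +9 hr replicate 1 (14) came within 1.5 times and the others did not. The paper's −15 hr set holds about 23 genes in Fig. 2c, read by eye, and 13 here. A pseudocount of 10 (16), the replicate block (16), leaving out female +9 hr replicate 2 (16) and leaving out male 0 hr replicate 3 (17) came within 1.5 times, and the others did not, while the block by the titles' numbers (16), chosen after seeing the values, did. The paper's +9 hr set holds about 300 genes in Fig. 2c, read by eye, and 569 here, and its set of −15, 0 and +9 hr about 11 genes in Fig. 2c, read by eye, and 2 here. None of the alternatives set before the data were examined came within 1.5 times for these sets. With the female groups of the authors' sheet, chosen after seeing the values, the shared sets held 2 genes at −24 hr, 0 at −15 hr, 466 at +9 hr and 3 at −15, 0 and +9 hr, none within 1.5 times.

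With the sexes grouped, the paper's −24 hr set holds about 4 genes in Fig. 2d, read by eye, and 129 here, and its set of −15 and 0 hr about 17 genes in Fig. 2d, read by eye, and 68 here. None of the alternatives set before the data were examined came within 1.5 times for these sets. The paper's −15 hr set holds about 51 genes in Fig. 2d, read by eye, and 87 here. The replicate block (68), leaving out any female −24 hr library (43, 45 and 45), either female −15 hr library (53 and 67), any female 0 hr library (74, 70 and 69), any male −15 hr library (56, 36 and 46) or male 0 hr replicate 1 (72) came within 1.5 times, and the other alternatives set before did not, while the ratio of means (75) and the block by the titles' numbers (68), both chosen after seeing the values, came within 1.5 times as well. The paper's set of −15, 0 and +9 hr holds about 11 genes in Fig. 2d, read by eye, and 45 here, and leaving out any female −24 hr library (12, 13 and 13) or male −15 hr replicate 2 (12) came within 1.5 times while the others did not. With the female groups of the authors' sheet, chosen after seeing the values, these grouped sets held 236 genes at −24 hr, 10 at −15 hr, 84 at −15 and 0 hr and 84 at −15, 0 and +9 hr, none within 1.5 times.

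Between the sexes at 0 hr, the paper's counts are 134 genes higher and 43 lower in females, and 16 and 6 here. For the higher genes, none of the alternatives set before the data were examined came within 1.5 times, and leaving out female 0 hr replicate 1 gave 207. For the lower genes, leaving out that library (34) came within 1.5 times and the others did not. All 134 and 43 of the paper's genes had the paper's direction here, 103 and 38 of them at an unadjusted p under 0.05, and 11 and 6 were called in both. Without that library, 27 and 17 of the paper's genes were called. The paper chose its genes on the same samples, so their shared direction and p-values here are not independent evidence.

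For CWINV4, the paper's highest level is 30000, and the highest group mean here 47131, in males at −15 hr. Of the alternatives set before the data were examined, leaving out male −15 hr replicate 1 (44295) came within 1.5 times, and TMM (46079) and leaving out replicate 2 (46482) or 3 (50616) did not.

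The paper places the highest SWEET9 level at 0 hr in both sexes. Here, its female mean was highest at 0 hr (308813), and its male mean at −15 hr (437939, against 414487 at 0 hr, log2 −0.09, adjusted p 0.94). The paper describes CWINV4 as nearly undetectable at −24 and 0 hr. Here, its male means were 9017 and 2660 at these stages and its female means 669 and 838, with the highest mean at −15 hr in both sexes, as the paper states. The paper describes SIP2 as highly expressed at −24 and −15 hr. Here, its female mean was 24747 at −24 hr and 119646 at −15 hr, and its highest means were at 0 hr, with 169802 in females and 181670 in males, while its male mean at −24 hr was also high, as the paper states (177580, with 96970 at −15 hr). The paper calls heat stress transcription factor A-6b and the GABA transporter higher in females at 0 hr. Here, both were higher in females with adjusted p of 0.064 and 0.065, and a pseudocount of 10 called both (log2 3.04, adjusted p 0.034, and 3.03, adjusted p 0.049), as did leaving out female 0 hr replicate 1 for the former (4.01, adjusted p 0.024) and male 0 hr replicate 1 for the latter (3.62, adjusted p 0.036). The paper gives MYB305 as low at −24 hr and highest at 0 hr. Here, its highest mean was at 0 hr in both sexes. In males, limma called its difference from −24 hr with TMM (1.74, adjusted p 0.038) and with 1 sex alone (1.45, adjusted p 0.0062). That from −15 hr was called with 1 sex alone (1.01, adjusted p 0.039), and neither was in the fit of all libraries. In females, it was higher at −15 and 0 hr than at −24 and +9 hr, and in males higher at −24, −15 and 0 hr than at +9 hr. The paper also describes little difference in MYB305 between the sexes. Its 0 hr means were 98288 in females and 120716 in males, while its −24 hr mean was 46 in females and far higher in males.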

Other observations

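In both sexes, 403 genes were called lower at 0 hr than at each other stage, where 76.6 would be shared if the sexes were independent. Of the 10 evening-phased clock genes, 4 were among them (0.5 expected, p 7.1e-04, adjusted p 0.023). Examples chosen after their values were seen are the kinase HT1-like XM_008460592.1 (158, 324, 11 and 311 in females and 272, 236, 6 and 267 in males, in the order of the stages), SPL13A XM_008451896.1 (767, 582, 37 and 390, and 1308, 465, 27 and 790) and the methyltransferase PMT21 XM_008462204.1 (2567, 854, 87 and 3164, and 1970, 854, 27 and 2720). Of the other sets of stages that do not follow each other, the sexes shared 1 gene for −24 and 0 hr (0.1 if independent), 4 for −15 and +9 hr (0.1), 2 for −24 and +9 hr (0.5) and 10 for −24, 0 and +9 hr (0.7).

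At −24 hr, where the paper does not compare the sexes, the ribosomal protein genes were higher in females (median log2 3.14, 158 of 161 higher and 0 lower, adjusted p 7e-42, and 0.57 with an estimated correlation). Amino acid biosynthesis (1.77, 64 higher and 9 lower) and aminoacyl-tRNA ligases (1.52, 26 and 0) were also higher, and starch degradation (−1.30, 2 and 10) and autophagy (1 higher and 12 lower) lower. At +9 hr, cell wall loosening genes were higher in females (0.85, 10 and 0), and starch degradation (−1.34, 0 and 9) and heat shock proteins (−1.20, 0 and 8) lower. Each of these lists passed with the preset correlation and none with the estimated one.

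Of the evening-phased clock genes, 9 of 10 were lower in the mean of −24 and 0 hr than in that of −15 and +9 hr in each sex. The camera adjusted p was 4.6e-05 in females and 3.7e-04 in males, or 0.53 and 0.54 with an estimated correlation. Of the 6 morning-phased genes, 4 were higher and 1 lower in males (median 1.42, adjusted p 0.026, or 0.57 with an estimated correlation and 0.052 without male +9 hr replicate 1), with an adjusted p of 0.3 in females.

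The 36 organelle transcripts had a median log2 of −0.84 at −24 hr (adjusted p 0.11) and 0.67 at +9 hr (adjusted p 0.2) in females. Among the markers of other cell types, 3 of the 4 pollen and anther genes were higher and none lower at −24 and 0 hr than at −15 and +9 hr in males (median 0.71, adjusted p 0.03, and 0.52 with an estimated correlation), and the adjusted p of the xylem and epidermis lists for this comparison were 1 and 0.3.

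In the deposited sheet of group means, the female −15 hr mean equals the mean of −15 hr replicates 1 and 2 and 0 hr replicate 1 in 8861 of 8861 genes, and the female 0 hr mean equals that of 0 hr replicates 2 and 3 in 8861. The other 6 groups equal the means of their own libraries. In this 0 hr library, *BAM1* was 390671 (group means of 357730 at 0 hr and 87674 at −15 hr) and GDP-L-galactose phosphorylase 1 was 227839 (191782 and 1676), and its mean distance over all genes was 0.79 to the other female 0 hr libraries and 2.29 to the female −15 hr libraries. It stays in the 0 hr group here, as its sample label gives. With it, 16 genes were higher and 6 lower in females at 0 hr, and without it 207 and 34, where the paper counts 134 and 43.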
